# Metabolome and transcriptome analyses reveal molecular responses of two potato (*Solanum tuberosum* L.) cultivars to cold stress

**DOI:** 10.3389/fpls.2025.1543380

**Published:** 2025-04-25

**Authors:** Xiang Li, Zhenzhen Zheng, Yun Zhou, Shenglong Yang, Wang Su, Heng Guo, Guangji Ye, Jian Wang

**Keywords:** potato (*Solanum tuberosum L.*), cold stress (CS), differentially accumulated metabolites(DAMs), differentially expressed genes (DEGs), KEGG pathway

## Abstract

**Introduction:**

Potato (*Solanum tuberosum* L.), as an important food crop on the Qinghai-Tibet Plateau, is prone to low temperature and frost damage during the seedling stage, causing economic losses for farmers.

**Methods:**

In this study, metabolome and transcriptome analyses were conducted on the leaves of Atlantic (cold-resistant) and KY140 (cold-sensitive) potato varieties following exposure to cold stress (CS).

**Results:**

After CS, 298 and 195 differentially accumulated metabolites (DAMs) were identified in Atlantic and KY140, respectively, with 124 common DAMs, including lipids, flavonoids, alkaloids, organic acids, amino acids and their derivatives, nucleotides and their derivatives, lignans and coumarins, phenolic acids, and terpenoids. A total of 6928 and 2428 differentially expressed genes(DEGs) were identified in Atlantic and KY140, respectively, with 1131 common DEGs. Joint analysis of DAMs and DEGs, “flavonoid-related metabolism,” “lipid metabolism,” and “amino acid metabolism” were plotted. Cinnamic acid, caffeic acid, naringenin, and γ-aminobutyric acid (GABA) might participate in the regulation of potato resistance to CS. The genes *StPAL(Soltu.Atl.09_2G005110)* and *StGAD(Soltu.Atl.11_3G000340)* encode enzymes responsible for the biosynthesis of cinnamic acid and GABA, respectively, suggesting their involvement in the regulation of cold resistance in potato.

**Discussion:**

Our results provided novel insights into the molecular mechanisms underlying cold resistance in potato.

## 1 Introduction

Potato (*Solanum tuberosum* L.) is an annual herbaceous plant belonging to the family *Solanaceae* and the genus *Solanum*. Potatoes are rich in starch, protein, minerals, vitamins, and dietary fiber, imparting the advantages of high yield, rich nutrition, good strength, and easy digestibility. It is a versatile crop that can be used as food, vegetables, feed, and industrial raw materials (Yang et al., 2014; Liu J. T. et al., 2020). Low temperatures and frost not only affect the growth and development of potato but can also cause potato death in severe cases, leading to a significant reduction in yield and causing serious economic losses for potato growers (Liu J. T. et al., 2020).

To minimize the cold stress (CS)-induced damage, potato has evolved a series of adaptive mechanisms. Perception of low temperature by plants is extremely complex. The AP2/ERF transcription factors (TFs) are located at the center of the entire molecular regulatory network underlying plant responses to CS (Feng et al., 2020). Potato usually resists CS by producing various functional molecules or changing the state of some molecules. Increasing the unsaturation of fatty acids can improve the fluidity of plant cell membranes, thereby increasing the plant’s tolerance to low temperatures (Uemura and Steponkus, 1997; Gao et al., 2015; Hou et al., 2016). The antioxidant enzyme system in plant cells plays a key role in resisting CS. Enzymes such as peroxidase (POD), catalase (CAT), and superoxide dismutase (SOD) effectively eliminate free radicals in cells and reduce the probability of cell damage (Sun et al., 2006). High POD, CAT, and SOD activities can enhance the cold resistance of potato (Xu et al., 2016; Wang M. X. et al., 2021; Duan et al., 2022). Additionally, potato can reduce water potential and water loss and maintain osmotic balance inside the cells through their own osmotic regulatory compounds, which helps them maintain normal morphology and physiological functions and enhance their cold resistance (Liu J. T. et al., 2020). High proline and soluble protein and sugar contents can also enhance the cold resistance of potato (Xu et al., 2016; Wang M. X. et al., 2021; Duan et al., 2022).

Metabolomics, a link between genomics and phenotype, is an important omics technology employed for studying systems biology (Duan, 2019). Cook et al. (2004) found that the *Arabidopsis* metabolome is extensively reconfigured in response to low temperatures, with the C-repeat binding factor (CBF) cold response pathway playing an important role in this process. Metabolome analysis of winter rapeseed cultivar ‘Longyou 7’ (*Brassica campestris* L.) roots under CS revealed that most of the differentially accumulated metabolites (DAMs) were enriched in several Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways such as “fructose and mannose metabolism,” “starch and sucrose metabolism,” “arachidonic acid metabolism,” “phenylalanine metabolism,” “glycerophospholipid metabolism,” “galactose metabolism,” “α-linolenic acid metabolism,” “amino acid biosynthesis,” “arginine and proline metabolism,” and “cysteine and methionine metabolism” (Fang et al., 2021). Transcriptomic technologies have been widely used to study changes in gene expression in plants under low-temperature conditions. Transcriptomic analysis of maize roots subjected to CS revealed a total of 189 lipid-related differentially expressed genes (DEGs), which were annotated and classified into various lipid metabolism pathways. Most of these DEGs were enriched in “eukaryotic phospholipid synthesis,” “fatty acid elongation,” and “phospholipid signaling” (Zhao et al., 2021). Transcriptome analysis of low temperature-treated rice (*Oryza sativa* L.) identified 55 TF families, including AP2/ERF-ERF, bHLH, bZIP, MYB, and NAC, and revealed that most DEGs were enriched in “lipid metabolism,” “carbohydrate metabolism,” “amino acid metabolism,” “MAPK signaling pathway,” and “plant-pathogen interaction” (Liu et al., 2022). The regulation of phenotype by genes can be intuitively reflected in the changes in the types and levels of metabolites in plants. The combined metabolome and transcriptome analysis can cross-validate the two sets of data, increasing the reliability of the results. At present, such combined analysis is widely used to study the resistance mechanism of plants under low-temperature stress. The comprehensive metabolome and transcriptome analysis of Jimai 325 and its mutant MU-134 under CS showed that the cold resistance of wheat is closely related to seven upregulated energy metabolites and eight upregulated enzymes involved in the sucrose and amino acid biosynthesis pathway. In addition, 13 metabolites and 14 key enzymes that were involved in the flavonol biosynthesis pathway were identified (Lv et al., 2022). Li et al. (2023) performed a combined metabolome and transcriptome analysis of the cold-tolerant ‘Donghe No.1’ and cold-sensitive ‘21^st^ Century’ peach cultivars under low-temperature treatment and identified “galactose metabolism,” “phenylpropanoid biosynthesis,” and “flavonoid biosynthesis” as the key pathways involved in peach cold resistance. Wang X. et al. (2021) conducted a comprehensive analysis of the metabolome and transcriptome data of SLH (cold-resistant) and ZH12 (cold-sensitive) peanut varieties under low-temperature treatment, revealing commonly enriched pathways such as “carbohydrate metabolism.”

In recent years, studies on the metabolome and transcriptome mechanisms underlying CS in potato are limited (Kou et al., 2018; Zhang, 2023; Zheng et al., 2024). So, the integrated omics analysis (metabolome and transcriptome) of potato under CS could prove to be a fascinating approach to revealing key CS-responsive mechanisms at the metabolic and molecular levels. The cold resistance of 15 potato materials was evaluated, with Atlantic showing the strongest cold resistance and KY140 showing the weakest cold resistance. We performed metabolomic and transcriptomic analyses of the leaves obtained from Atlantic (cold-resistant) and KY140 (cold-sensitive), under control (25°C) and CS (−4°C, 12 h) conditions, aiming to reveal the metabolites, key genes, and pathways in the response to CS between the two cultivars. The experimental materials used in this study were tissue culture seedlings, which are cultured under laboratory conditions, occupying less area and not being affected by seasons and climate, thus allowing continuous production throughout the year. The experimental conditions (−4°C treatment) were, strictly speaking, frost damage. This study suggests that “flavonoid-related metabolism,” “lipid metabolism,” and “amino acid metabolism” play important functions in the process of potato responding to CS. Our results provided novel insights into the mechanisms underlying CS adaptation in potato, thus facilitating the development of CS-tolerant potato varieties.

## 2 Materials and methods

### 2.1 Plant growth conditions and stress treatments

For this study, Atlantic and KY140 tissue culture seedlings (virus-free) were cultured on MS medium for 18 days. The light was about 2500 lx, and the light duration was 16 h per day. The control and treatment groups were subjected to temperatures of 25°C (CK) and −4°C, respectively, for 7 days. Then, all the samples were grown at 25°C for one day for phenotypic difference identification. After leaf damage, it affects the normal growth of plants. A leaf was considered damaged if it was wilted by half or more. The damaged rate of the leaves in a stressed plant was the number of damaged leaves divided by the total number of leaves in the stressed plant. Both Atlantic and KY140 each plant has different degrees of damage. The damage rate of the leaves in Atlantic and KY140 are the averages of the damage rate of 60 cold-stressed plants, respectively. The control group (CK, 25°C) and the treated groups (6, 12, and 18 h; −4°C) were used for the determination of physiological indicators. CK and the treated group (12 h, −4°C) were used for metabolome and transcriptome analysis. All treatments were performed with three biological replicates.

### 2.2 Determination of physiological parameters

POD, CAT, and SOD activities and proline and soluble protein and sugar contents were analyzed using respective kits (Nanjing Jiancheng Biology Co., Ltd., Nanjing, China).

### 2.3 Omics analysis

Library construction and RNA sequencing were performed by MetWare (Wuhan, China). The metware database (MWDB) (Metware Biotechnology Co., Ltd., Wuhan, China) was used for metabolite identification. The criteria used to screen for DAMs were as follows: Variable importance in projection (VIP) ≥ 1 and fold change (FC) ≥ 2 or FC ≤ 0.5. The criteria used to screen for DEGs were as follows: |log_2_FC| ≥ 1 and false discovery rate (FDR) < 0.05. Screening of DAMs that might participate in the regulation of potato resistance: (1) When the level of Atlantic_vs_CS-Atlantic DAMs content increased, and the level of KY140_vs_CS-KY140 DAMs content increased or decreased, the Atlantic_vs_CS-Atlantic_Log_2_FC was higher than the KY140_vs_CS-KY140_Log_2_FC. (2) When the level of Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140 DAMs content both decreased, Atlantic_vs_CS-Atlantic_|Log_2_FC| was higher than the KY140_vs_CS-KY140_|Log_2_FC|. Screening of DEGs that might involve in the regulation of cold resistance in potato: (1) When the level of Atlantic_vs_CS-Atlantic DEGs expression increased, and the level of KY140_vs_CS-KY140 DEGs expression increased or decreased, the Atlantic_vs_CS-Atlantic_Log_2_FC was higher than the KY140_vs_CS-KY140_Log_2_FC. (2) When the level of Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140 DEGs expression both decreased, Atlantic_vs_CS-Atlantic_|Log_2_FC| was higher than the KY140_vs_CS-KY140_|Log_2_FC|.

### 2.4 Quantitative real-time polymerase chain reaction (qRT-PCR) analysis

Total RNAs were extracted from the leaf samples with RNAprep Pure polysaccharide and polyphenol plant total RNA extraction kit (Tiangen Biotech Co., Ltd., Beijing, China) and then reverse transcribed into cDNA with PrimeScript™ RT Master Mix (Perfect Real Time) (TaKaRa Biotechnology Co., Ltd., Dalian, China). qRT-PCR was carried out using TB Green^®^ Premix Ex Taq™ II (Tli RNaseH Plus) (TaKaRa Biotechnology Co., Ltd., Dalian, China) on Roche LightCycler® 96 qRT-PCR System (Basel, Switzerland). The results of qRT-PCR were obtained using the 2^−ΔΔCt^ method.

### 2.5 Data analysis

Data Summary with Office Excel 2019 was used for the analysis of phenotypic data, physiological index data, and qRT-PCR data. GraphPad Prism 8 was used for bar charts and significance analysis. Statistical significance was determined by one-way ANOVA and Tukey’s multiple comparisons test.

## 3 Results

### 3.1 Phenotypic variation in potato under CS

After being subjected to CS for 7 days and then allowed to recover at 25°C for one day, 12.2% and 57.1% of the Atlantic and KY140 leaves damaged, respectively (**Figures 1A, B**).

**Figure 1:**
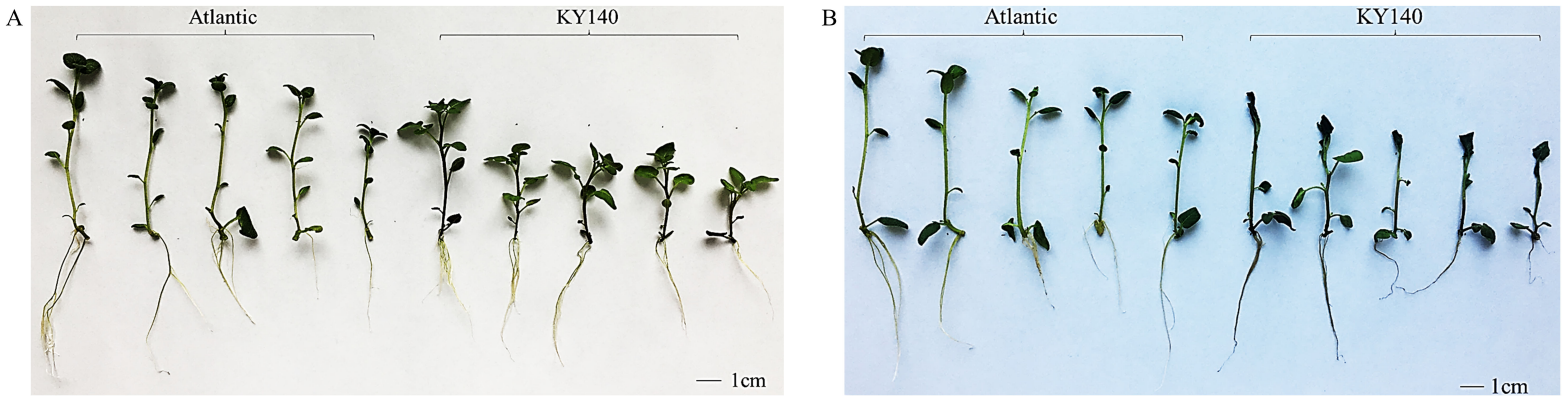
Phenotypic characteristics of Atlantic and KY140 under cold stress (CS, −4°C). **(A)** Shoot morphology (control group, CK). **(B)** Shoot morphology (treated group).

### 3.2 Changes in the physiological indicators of potato under CS

Under different treatments, Atlantic exhibited higher POD, CAT, and SOD activities and proline and soluble protein and sugar contents than KY140 (**Figures 2A–R**). Furthermore, among the two Atlantic groups, CAT activity and soluble protein and sugar contents peaked at 12 h and were higher in the treated group than the corresponding CK. Among the two KY140 groups, SOD activity and proline content reached their lowest values at 12 h, and these values were lower in the treated group than the corresponding CK. The unique cold tolerances of these two species made them ideal models for studying the potential mechanisms underlying cold tolerance in potato.

**Figure 2:**
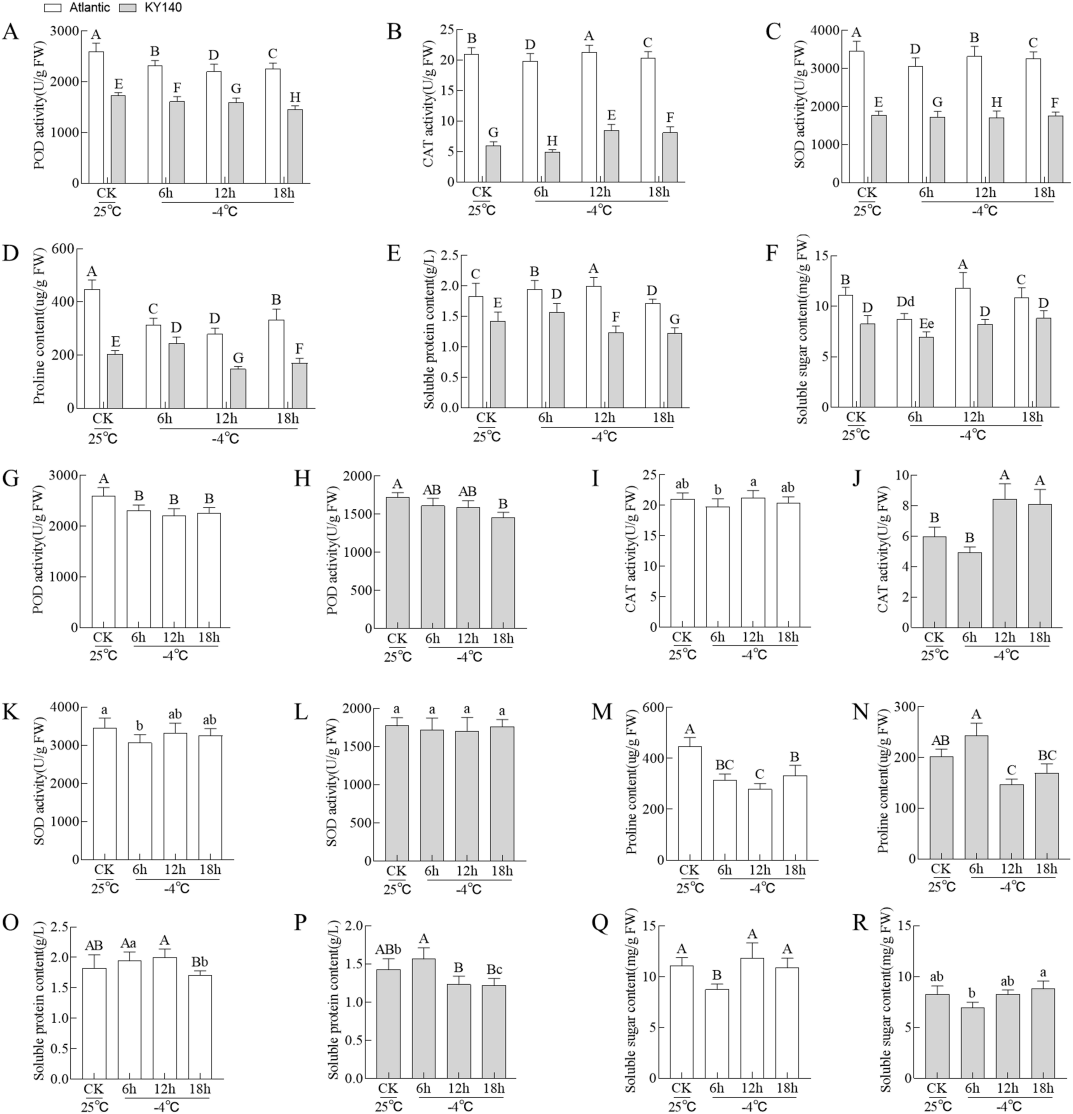
Physiological characteristics of Atlantic and KY140 under cold stress (CS, −4°C). **(A–F)** Comparison of between-group differences. **(G–R)** Comparison of within-group differences. All treatments were performed with at least six biological replicates ± standard deviation (SD). Bar charts with different capital/small letters indicating significant differences (P < 0.01/P < 0.05). When both capital and small letters are present, the small letters should be used as the main comparison. For instance, in panel **(F)**, when comparing the −4°C treatment of Atlantic and KY140 for 6 h, the comparison should be made between “d” and “e.” The correlation was significant at P < 0.05.

### 3.3 Global metabolomic changes in potato under CS

The correlation analysis reveals that the intra-group sample correlations are significantly high, which underscores the robust reproducibility and reliability of the metabolomic data (**Figure 3A**). Principal component analysis (PCA) revealed clear separation among different material groups, with minimal dispersion within each group (**Figure 3B**). These results demonstrated that the data met the requirements for subsequent in-depth analysis (**Figures 3A, B**). We identified 298 and 195 DAMs in Atlantic and KY140, respectively, with 124 common DAMs (**Figures 3C, D**), including lipids, flavonoids, alkaloids, organic acids, amino acids and their derivatives, nucleotides and their derivatives, lignans and coumarins, phenolic acids, and terpenoids. Among the identified DAMs, 264 and 161 were upregulated and 34 and 34 were downregulated in Atlantic and KY140, respectively, indicating significantly more upregulated than downregulated DAMs in both genotypes (**Figure 3D**). Furthermore, Atlantic harbored more upregulated DAMs than KY140 (**Figure 3D**). Among the treated groups Atlantic harbored a higher number of unique DAMs (n = 174) was than KY140 (n = 71), suggesting that more DAMs were involved in regulating CS resistance in Atlantic than in KY140 (**Figure 3C**).

**Figure 3:**
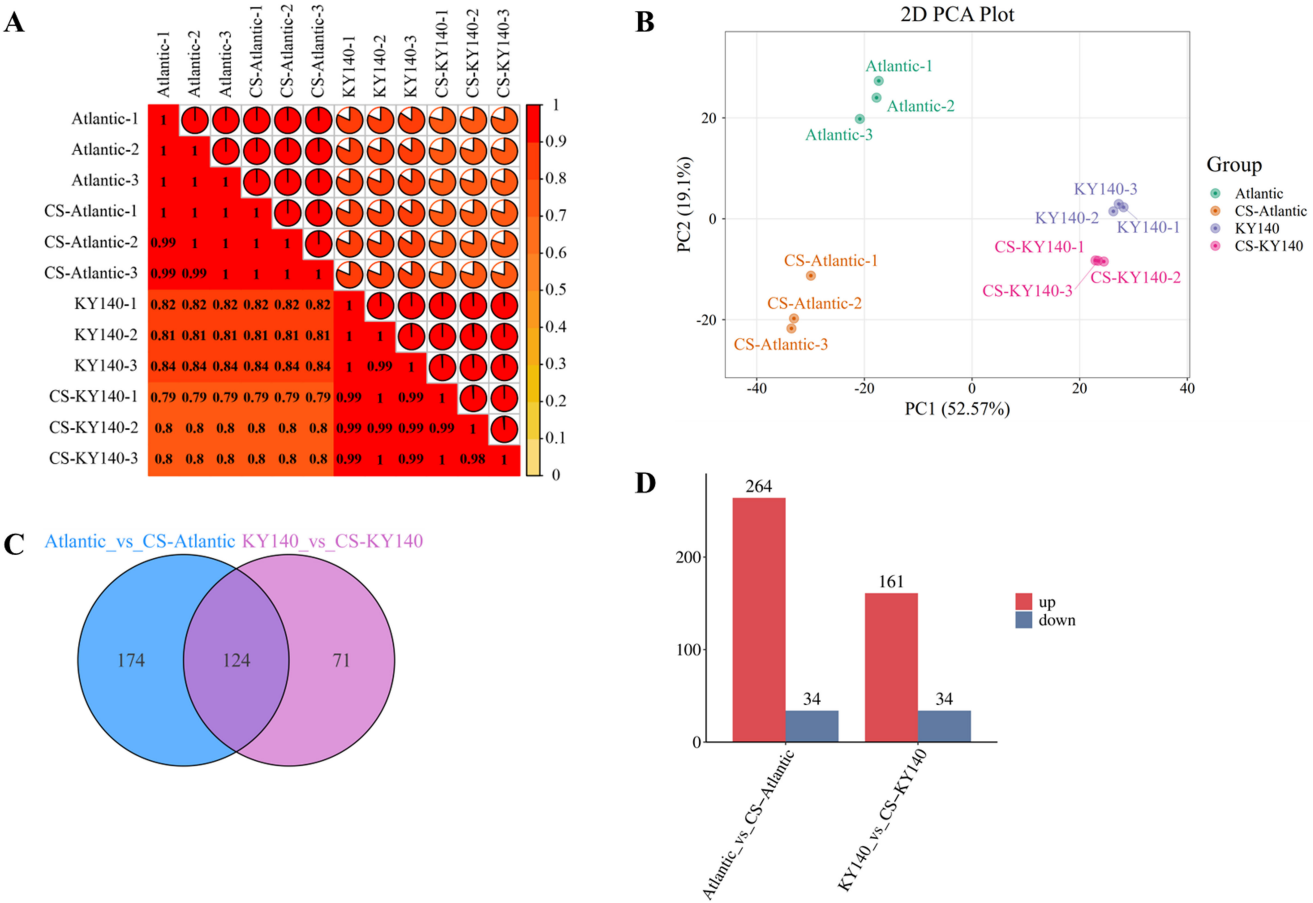
Metabolome of potato in response to cold stress (CS). **(A)** Correlation analysis of all samples. **(B)** Principal component analysis (PCA) of metabolomics results. **(C)** Venn diagram of differentially accumulated metabolites (DAMs) among Atlantic_VS_CS-Atlantic and KY140_VS_CS-KY140. **(D)** Number of DAMs between Atlantic_VS_CS-Atlantic and KY140_VS_CS-KY140. Atlantic, untreated Atlantic; CS-Atlantic, treated Atlantic; KY140, untreated KY140; CS-KY140, treated KY140.

### 3.4 Global transcriptomic changes in potato under CS

A total of 8225 DEGs were identified in Atlantic_VS_CS-Atlantic and KY140_VS_CS-KY140 under CS, including 1131 common DEGs (**Figures 4C, D**). 

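Leaf RNA of the cold-resistant cultivar Atlantic and the cold-sensitive cultivar KY140 was sequenced as poly(A) libraries, from untreated plants at 25°C and from plants kept at −4°C for 12 h (CS). Each of the 4 groups (Atlantic, CS-Atlantic, KY140 and CS-KY140) had 3 biological replicates. The paper and the sample titles give −4°C for the treated groups, while the treatment field of the sample labels gives 12°C for the same groups, and the paper's temperature is used here. The authors deposited whole-number counts for 114281 genes, with the gene identifiers of an annotation of the cultivar Atlantic and 24264 further genes that carry only a number. The library totals ranged from 11717414 to 12667043 counts in Atlantic (median 12320006), 11390279 to 12434935 in CS-Atlantic (median 11850298), 11712230 to 12464477 in KY140 (median 11856961) and 12951058 to 14971945 in CS-KY140 (median 13038994). The number of genes with at least 1 count was 69173 to 74128 in Atlantic, 65796 to 74628 in CS-Atlantic, 62388 to 69917 in CS-KY140 and 45305 to 65787 in KY140, where replicate 1 had the fewest. The identifiers follow the separate chromosome copies of a tetraploid genome, so reads of a gene can be split among nearly identical copies, and the value of every single copy given here is uncertain to that extent. Each cultivar was tested on its own, untreated against treated, with edgeR's quasi-likelihood test after TMM normalization and removal of genes with low counts. DEGs were called at the paper's criteria, a |log2FC| of at least 1 and a Benjamini-Hochberg FDR under 0.05. Expression levels are CPM, counts scaled to a common library size after TMM normalization. For the correlations and principal components, CPM was scaled by library totals alone, without TMM.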

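Cold changed the expression of 4873 genes in at least 1 of the cultivars, and 307 of these genes changed in both. Of the common DEGs, 267 rose in both cultivars, 40 fell in both and none moved in opposite directions by edgeR. DESeq2 put 11 of its 1070 common DEGs in opposite directions. At an equal number of calls, independent lists would share 24.7 genes that rose and 1.8 that fell among the 39887 genes tested in both cultivars, and 14.2 genes in opposite directions. Across these genes the log2FC of Atlantic and KY140 correlated with r = 0.469, a correlation across genes, which are not independent replicates. The 12 genes of phenylpropanoid, jasmonate and GABA synthesis that the paper names had a log2FC of the same sign in both cultivars, 11 positive and 1 negative. The study named them on these libraries as genes that rose or fell in both cultivars. Its screen for such genes also asked for a larger change in Atlantic than in KY140. The shared sign of this chosen list is therefore not evidence of a shared response. Among the 12 genes, only StLOX2S (Soltu.Atl.03_0G008370) and StOPCL1 (Soltu.Atl.12_2G005410) passed in both and were common DEGs. The number of common DEGs depends on the KY140 libraries, since it ranged from 79 without CS-KY140 replicate 1 to 369 without KY140 replicate 1.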

The high intra-group sample correlations observed in the correlation analysis demonstrate the strong reproducibility and reliability of the sequencing data (**Figure 4A**). 

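On log2(CPM + 1) over 106261 genes, Pearson's r between replicates of a group ranged from 0.833 to 0.939 (median 0.925). Untreated and treated libraries of the same cultivar correlated at 0.793 to 0.928, a range that overlaps that of the replicates, and libraries of different cultivars at 0.581 to 0.69. Within Atlantic, r between replicates was 0.917 to 0.93 in the untreated and 0.905 to 0.926 in the treated group, above the 0.838 to 0.875 between the conditions. Within KY140, the treated replicates correlated at 0.912 to 0.927 and the untreated replicates at 0.813 to 0.894, while r between the conditions reached 0.915. These values are over genes of each cultivar with at least 1 count and describe the libraries without a test. On linear CPM, where highly expressed genes carry most of the weight, r was 0.939 to 0.974 within groups and 0.359 to 0.532 between cultivars.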

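In a principal component analysis of log2(CPM + 1), the first component held 58.47% of the variance and separated the cultivars, with every Atlantic library on one side and every KY140 library on the other. The second component held 11.6% and ordered the libraries by treatment. The treated Atlantic libraries lay between 84.73 and 90.69 on it and the untreated ones between −123.04 and −79.94. In KY140 the treated libraries lay between 63.82 and 138.99 and the untreated ones between −178.67 and −28.69, so the treated and untreated libraries did not overlap in either cultivar and the untreated KY140 libraries were the most dispersed.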

PCA revealed clear separation among different groups, with minimal dispersion within each group (**Figure 4B**). Furthermore, 6928 and 2428 DEGs were identified in Atlantic_VS_CS-Atlantic and KY140_VS_CS-KY140, respectively (**Figures 4C, D**). Among them, 4751 and 1945 DEGs were upregulated and 2177 and 483 DEGs were downregulated in Atlantic_VS_CS-Atlantic and KY140_VS_CS-KY140, respectively (**Figure 4D**). Thus, the number of upregulated DEGs in both groups was significantly higher than that of downregulated DEGs (**Figure 4D**). 

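Cold changed 4679 of 57775 tested genes in Atlantic and 501 of 47973 in KY140. All 12 genes that the paper names in its pathways were DEGs in Atlantic, with the largest rise in the lipoxygenase gene StLOX2S and a fall in the esterase gene StCSE alone. In KY140, 2 of them passed the criteria over all genes tested, and 12 did when the FDR was adjusted over the list alone, 11 higher and 1 lower. The study chose this list on the same samples, so the second count is not independent evidence. The replicates of KY140 varied more, with a biological coefficient of variation of 82.6% against 56.1% in Atlantic. With DESeq2, 6675 genes were called in Atlantic and 2258 in KY140, and in a joint fit of the 12 libraries edgeR called 1321 in Atlantic and 1607 in KY140. The joint fit changes the genes kept, the scaling and the estimate of the spread together, so the move cannot be assigned to any of these alone. In simulated counts in which only 200 genes changed, false calls of DESeq2 outnumbered its true ones in both cultivars. This balance depends on how many genes change, so it need not hold for the DESeq2 calls in the real data.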

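Of the DEGs, 3347 rose and 1332 fell in Atlantic, and 425 rose and 76 fell in KY140. Among 170 genes drawn in the paper's pathway heatmaps (Figs. 9C, 10C and 11C), which the study chose on these samples, 159 were tested in Atlantic, where 96 rose and 26 fell. Of the 136 tested in KY140, 8 rose and none fell by edgeR, 113 had a positive log2FC and 23 a negative one. DESeq2 called 43 of these higher and 3 lower in KY140, and 112 higher and 31 lower in Atlantic. Over all genes, DESeq2 called 4561 genes higher and 2114 lower in Atlantic, and 1793 higher and 465 lower in KY140. Leaving out CS-Atlantic replicate 2 lowered the Atlantic total to 2715 genes and leaving out CS-Atlantic replicate 1 to 2722. Leaving out a KY140 library gave 687 genes without KY140 replicate 1, 203 without replicate 2 and 141 without replicate 3, and 107, 389 and 204 without CS-KY140 replicates 1, 2 and 3.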

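Genes that rose made up 71.5% of the DEGs in Atlantic and 84.8% in KY140. This share was 68.4 to 74.4% in Atlantic and 82.6 to 84.8% in KY140 when other scaling factors were used. The shares describe the calls of the test, in which the genes of a cultivar are not independent, and no separate test of the share was made.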

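In Atlantic, 4372 DEGs were not called in KY140, and 194 DEGs of KY140 were not called in Atlantic. Genes with too few counts for the test in the other cultivar are among them, since 3465 of the 4679 Atlantic DEGs and 468 of the 501 KY140 DEGs were tested in both. The unique DEGs were 5605 in Atlantic and 1188 in KY140 by DESeq2, and 813 and 1099 in the joint fit, where the order of the cultivars turned. Leaving out 1 library at a time gave 28 unique DEGs of KY140 without CS-KY140 replicate 1 and 318 without KY140 replicate 1. MIF, whose 3 copies in Fig. 11C rose in Atlantic and were not called in KY140, is an example of the Atlantic DEGs. Its summed expression was 7.52 ± 2.26 CPM (SD, n = 3) in Atlantic and 85.7 ± 22.0 in CS-Atlantic, against 10.6 ± 3.34 in KY140 and 10.4 ± 7.05 in CS-KY140, where replicate 3 had 18.5 CPM and the others 6.77 and 5.86. For a gene called in 1 cultivar and not in the other, the difference between the cultivars needs its own test. The cold by cultivar interaction over 67894 genes passed an FDR of 0.05 for 7 genes by edgeR (791 without KY140 replicate 2, and none without several of the other libraries) and for 859 by DESeq2, and left MIF without a call by edgeR, while DESeq2 called 2 of its copies. From the larger number of unique DEGs, the paper concludes that more genes take part in cold regulation in Atlantic.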

Among the treated groups, Atlantic harbored a higher number of unique DEGs (n = 5797) than KY140 (n = 1297), more DEGs were involved in cold regulation in Atlantic (**Figure 4C**). These results indicated that the expression patterns of differential genes in the two genotypes might impact the CS tolerance of the varieties.

**Figure 4:**
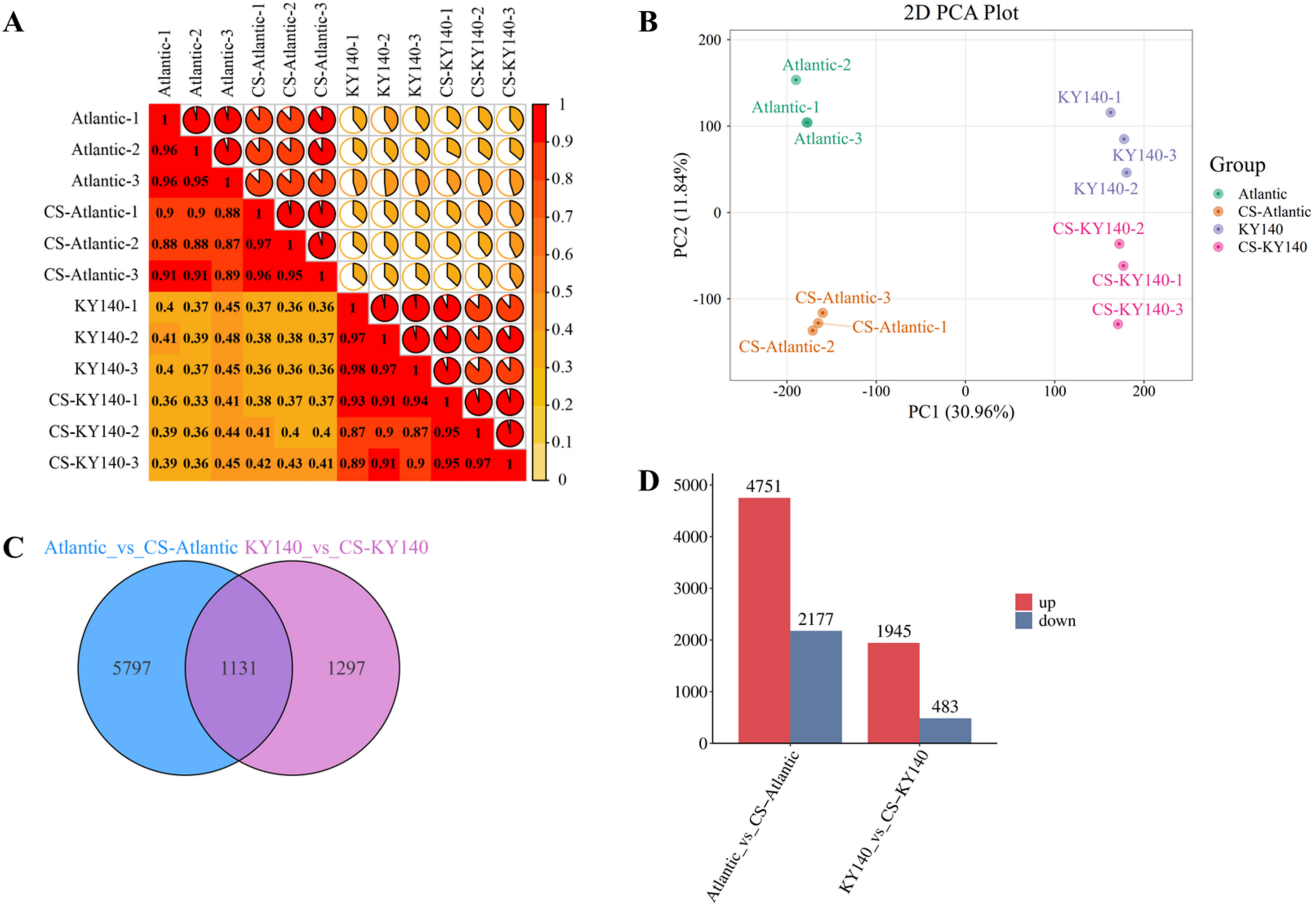
Transcriptome of potato in response to cold stress (CS). **(A)** Correlation analysis of all samples. **(B)** Principal component analysis (PCA) of transcriptomics results. **(C)** Venn diagram of differentially expressed genes (DEGs) between Atlantic_VS_CS-Atlantic and KY140_VS_CS-KY140. **(D)** Number of DEGs between Atlantic_VS_CS-Atlantic and KY140_VS_CS-KY140. Atlantic, untreated Atlantic; CS-Atlantic, treated Atlantic; KY140, untreated KY140; CS-KY140, treated KY140.

### 3.5 Identification and expression analysis of TFs related to CS

TFs play a crucial regulatory role in potato cold resistance. In this study, a total of 765 TFs were identified as hypothetical regulators of cold tolerance in potato, mainly belonging to the AP2/ERF, WRKY, MYB, bHLH, HB, bZIP, and NAC families (n = 85, 64, 64, 55, 44, 42, and 38, respectively), distributed across 55 gene families (**Figure 5A**). Apparently, AP2/ERF, WRKY, MYB, and bHLH family TFs were the key TFs associated with the cold resistance of both varieties. Among the treated groups, 469 and 258 upregulated and 161 and 28 downregulated TFs were detected in Atlantic and KY140, respectively (**Figure 5C**). Thus, both varieties harbored significantly more upregulated TFs than downregulated TFs (**Figure 5C**). Moreover, among the treated groups, Atlantic harbored more differentially expressed TFs (n = 479) than KY140 (n = 135), indicating that more TFs were involved in cold regulation in Atlantic than in KY140 (**Figure 5B**). Furthermore, the numbers of CS-activated TFs markedly varied between the two varieties, suggesting distinct gene regulatory networks.

**Figure 5:**
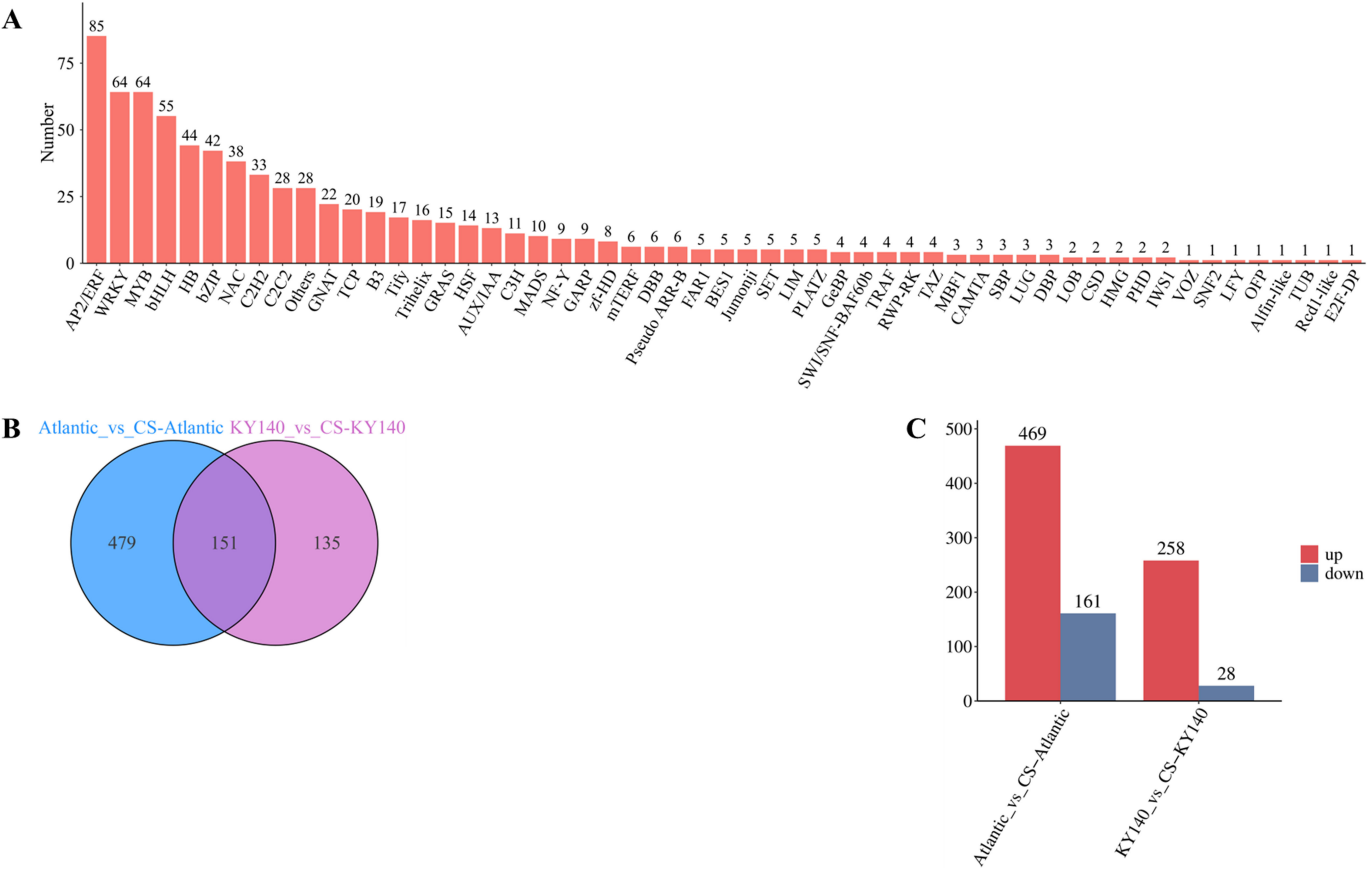
Analysis of transcription factors (TFs) of Atlantic_VS_CS-Atlantic and KY140_VS_CS-KY140. **(A)** Bar chart of TF classes. **(B)** Venn diagram of differentially expressed TFs between Atlantic_VS_CS-Atlantic and KY140_VS_CS-KY140. **(C)** TF statistics chart. Atlantic, untreated Atlantic; CS-Atlantic, treated Atlantic; KY140, untreated KY140; CS-KY140, treated KY140.

### 3.6 qRT-PCR validation

To verify the reliability of the RNA-Seq data, six randomly selected cold tolerance-related DEGs were analyzed using qRT-PCR. 

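All 6 genes chosen for qRT-PCR rose in the Atlantic libraries. Soltu.Atl.03_2G023430 rose from 3.77 ± 1.27 CPM (SD, n = 3) to 58.3 ± 10.4 with a log2FC of 3.95 (standard error 0.33, adjusted p = 0.000142 by edgeR). Soltu.Atl.07_4G012990 rose from 45.2 ± 17.9 to 300.6 ± 23.6 CPM, and Soltu.Atl.07_3G000340 from 15.1 ± 3.23 to 79.7 ± 8.27 CPM. Soltu.Atl.02_2G026620 rose from 8.36 ± 7.53 CPM, with 25 to 207 counts in the untreated libraries, to 91.2 ± 10.1 CPM, and Soltu.Atl.01_0G016760 from 51.1 ± 7.83 to 112.4 ± 6.34 CPM. Soltu.Atl.04_3G001940 had no count in any untreated Atlantic library and 4.13 ± 1.96 CPM after cold, at least 17.3-fold higher when the untreated libraries are set at a floor of 3 counts each. Its call in Atlantic was lost in 3 of 16 other settings. In KY140, 5 of the 6 genes were tested, with positive log2FC values from 1.17 to 2.76, and none passed the criteria by edgeR. DESeq2 called 3 of them in KY140, Soltu.Atl.02_2G026620 (log2FC 2.78, adjusted p = 0.000848), Soltu.Atl.07_3G000340 (2.55, adjusted p = 0.00106) and Soltu.Atl.07_4G012990 (1.70, adjusted p = 0.0199). For 4 of the 5 tested genes, every CS-KY140 library lay above every KY140 library. Chance gives a full separation for 10% of unselected genes with 3 libraries against 3, both directions counted. The study drew the 6 genes from its DEGs in these same libraries, so that rate does not apply to them. Their rise in Atlantic and their separation in KY140 are therefore not independent evidence. Soltu.Atl.03_2G023430 had too few counts in KY140 for the test.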

The expression trends of the six DEGs observed through qRT-PCR were highly consistent with the RNA-Seq data (**Figure 6**), indicating the high reliability of the RNA-Seq data.

**Figure 6:**
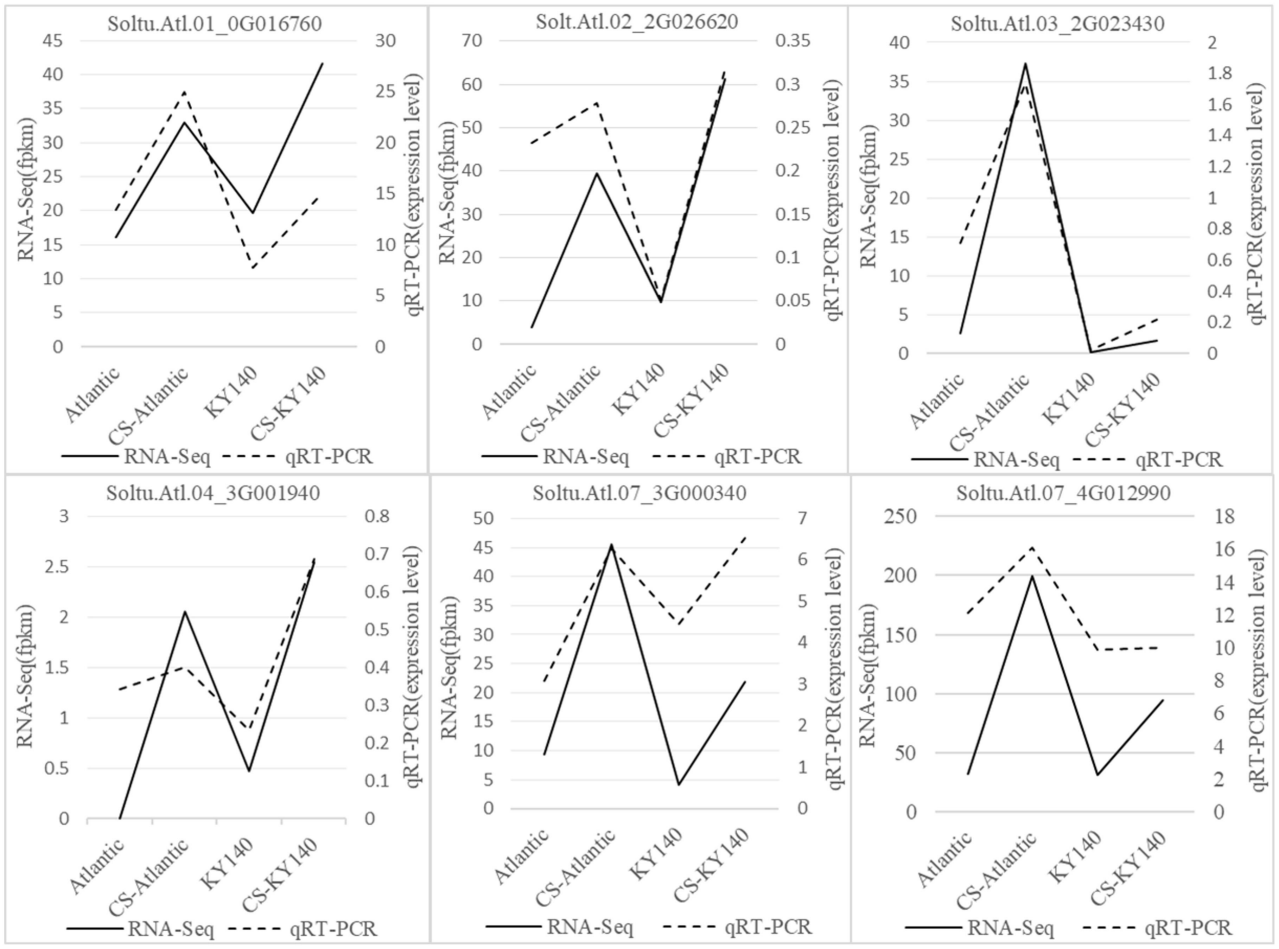
Expression patterns of six differentially expressed genes (DEGs) in potato under cold stress (CS).

### 3.7 Gene ontology (GO) analysis of the DEGs related to CS

Next, we explored the potential functions of all DEGs in Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140 using the GO database. Only 6869 out of the identified 8225 DEGs were annotated to GO terms, and the annotated DEGs were categorized into 42 GO terms, including “biological process,” “molecular function,” and “cellular component” (**Figure 7**). In “biological process,” most DEGs were annotated to “cellular process” and “metabolic process.” In “molecular function,” most DEGs were annotated to “binding” and “catalytic activity.” In “cellular component,” the DEGs were only annotated to “protein-containing complex” and “cellular anatomical entity.” These results indicated that these pathways played an important role in the response of potato to CS.

**Figure 7:**
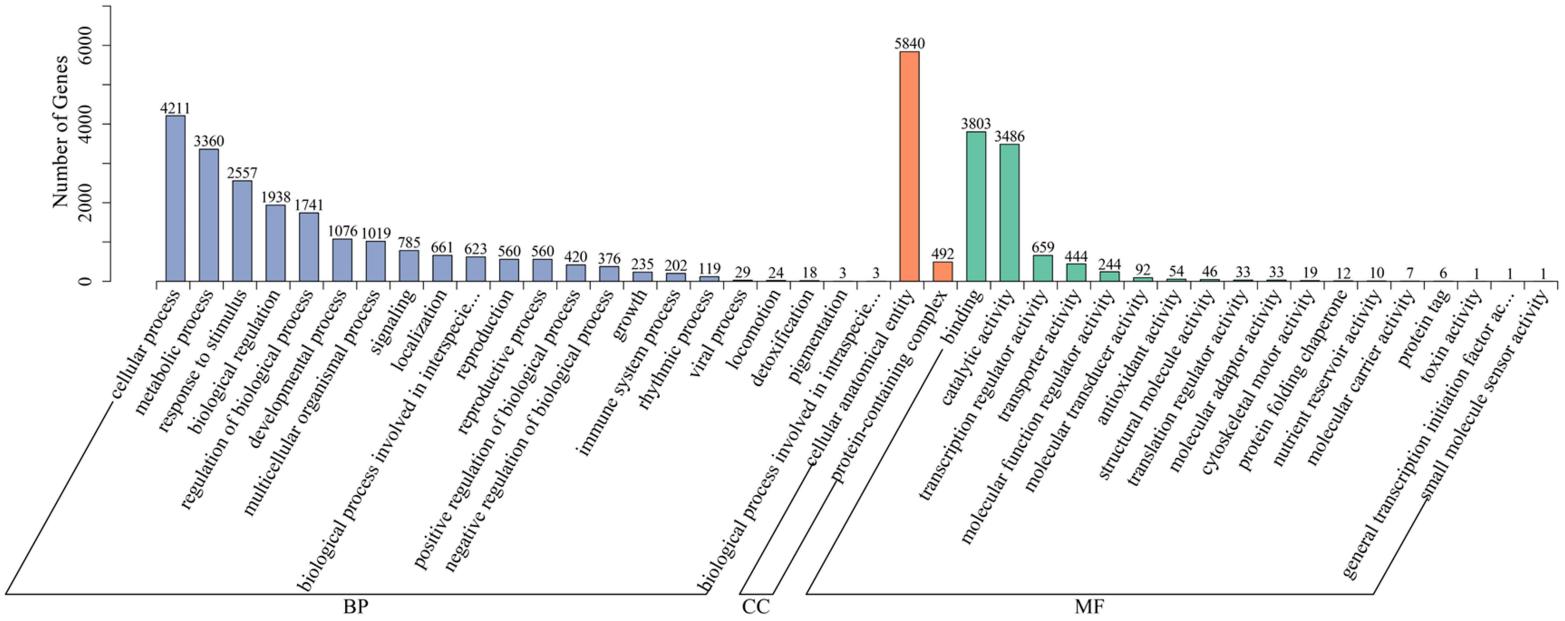
Gene ontology (GO) classification of differentially expressed genes (DEGs) in Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140. Atlantic, untreated Atlantic; CS-Atlantic, treated Atlantic; KY140, untreated KY140; CS-KY140, treated KY140.

### 3.8 Combined metabolome and transcriptome analysis of KEGG pathways in potato subjected to CS

In order to further elucidate the regulatory mechanisms of potato cold resistance, the DAMs and DEGs were together subjected to KEGG pathway enrichment (**Figures 8A, B**). In Atlantic_VS_CS-Atlantic, the DAMs and DEGs were associated with 63 and 143 KEGG pathways, respectively, with a total of 63 common KEGG pathways. In KY140_vs_CS-KY140, the DAMs and DEGs were associated with 31 and 129 KEGG pathways, respectively, with a total of 30 common KEGG pathways. Among the treated groups, Atlantic exhibited activation of more KEGG pathways, with the induction of more DAMs and DEGs than KY140. These pathways primarily included “flavonoid-related metabolism,” “lipid metabolism,” “amino acid metabolism,” “carbohydrate metabolism,” “nucleotide metabolism,” and “energy metabolism.”

**Figure 8:**
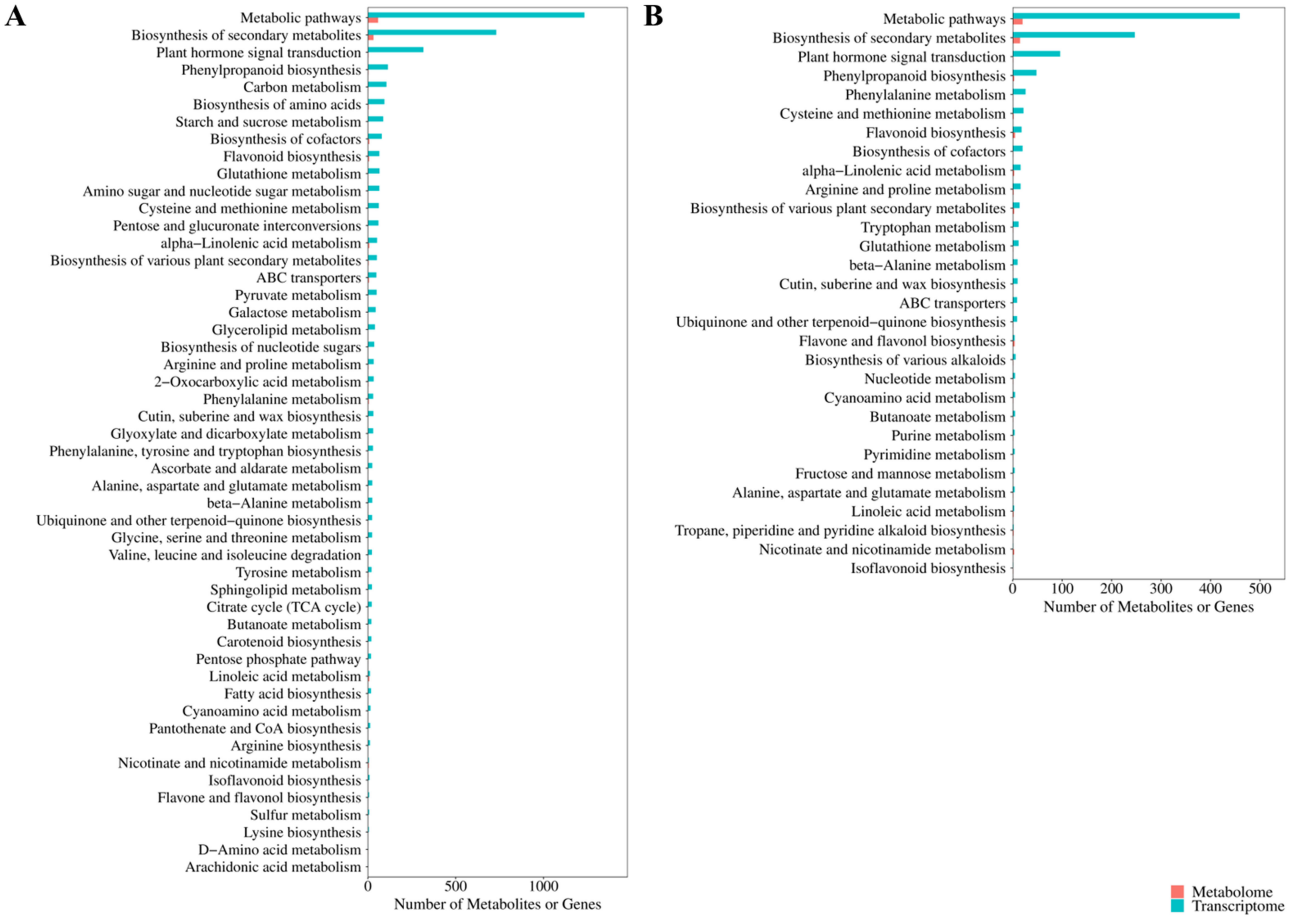
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of differentially accumulated metabolites (DAMs) and differentially expressed genes (DEGs). **(A)** Atlantic_vs_CS-Atlantic DAMs and DEGs common_KEGG_enrichment_bar. **(B)** KY140_vs_CS-KY140 DAMs and DEGs common_KEGG_enrichment_bar. A bar chart was created using the commonly enriched KEGG pathways from both omics groups. The bar chart shows the number of DAMs and DEGs enriched in each pathway. For cases where the number of common KEGG pathways exceeded 50, only the top 50 ranked by P-value are displayed, with the transcriptome as the reference. If there are fewer than 50 enriched pathways, all of them are displayed. The x-axis represents the number of DAMs or DEGs annotated to the pathway, and the y-axis represents the name of the KEGG pathway.

### 3.9 “Flavonoid-related metabolism” in potato under CS

To better analyze the synergy between DAMs and DEGs, we selected several DAMs and KEGG pathways related to “flavonoid-related metabolism” and constructed a schematic map depicting the differences between Atlantic and KY140 after CS (**Figure 9**). Both Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140 exhibited elevated levels of cinnamic acid, caffeic acid, and naringenin, suggesting that they might participate in the regulation of potato resistance to CS. Cinnamic acid, butin, sinapoyl alcohol, kaempferol 3-O-sophorotrioside, and quercetin 3-(2G-xylosylrutinoside) were not detected in untreated KY140 but were present in treated KY140. Similarly, cinnamic acid and dihydromyricetin was not detected in untreated Atlantic but appeared in treated Atlantic. Conversely, (+)-afzelechin, (+)-catechin, and cosmetin were present in untreated KY140 but not detected in treated KY140. The DEGs encoding PAL, CYP73A, 4CL, C3’H, CAD, COMT, F5H, and CYP75B1 were upregulated in both Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140. 

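Of the 60 gene copies that Fig. 9C lists for PAL, CYP73A, 4CL, C3'H, CAD, F5H and CYP75B1, 35 of 55 tested rose in Atlantic and none fell by edgeR, nor by DESeq2, which called 43 higher. In KY140, 50 were tested and all 50 had a positive log2FC, with a median of 2.82. Of these, 5 passed the criteria by edgeR and 30 by DESeq2, all higher. The study chose these copies from its DEGs in the same libraries, so the tally is not independent evidence of their direction. PAL, which opens the phenylpropanoid pathway, had 9 of 18 tested copies higher in Atlantic and 4 of 17 in KY140 by edgeR, and 11 and 16 by DESeq2, so the order of the cultivars depends on the tool. Summed over its 19 listed copies, PAL expression was 216 ± 71.2 CPM (SD, n = 3) in Atlantic and 658 ± 72.0 in CS-Atlantic, and 104 ± 37.7 in KY140 and 747 ± 269 in CS-KY140. CYP73A, the next enzyme, had all 5 copies higher in Atlantic, with sums of 134 ± 43.5 and 821 ± 51.5 CPM, and sums of 79.9 ± 5.27 and 235 ± 139 CPM in KY140, where no copy was called by edgeR and replicate 3 carried much of the treated value (394.9 CPM, against 166 and 143 in replicates 1 and 2). The sums for 4CL were 182 ± 32.6 and 645 ± 81.5 CPM in Atlantic and 170 ± 20.7 and 496 ± 183 CPM in KY140. CYP75B1, a flavonoid hydroxylase, had sums of 19.8 ± 2.03 and 54.7 ± 14.3 CPM in Atlantic and 6.91 ± 2.97 and 71.5 ± 10.9 CPM in KY140. For each of these 7 enzymes, every treated library had a higher sum than every untreated library of its cultivar.

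**Figure D1:**
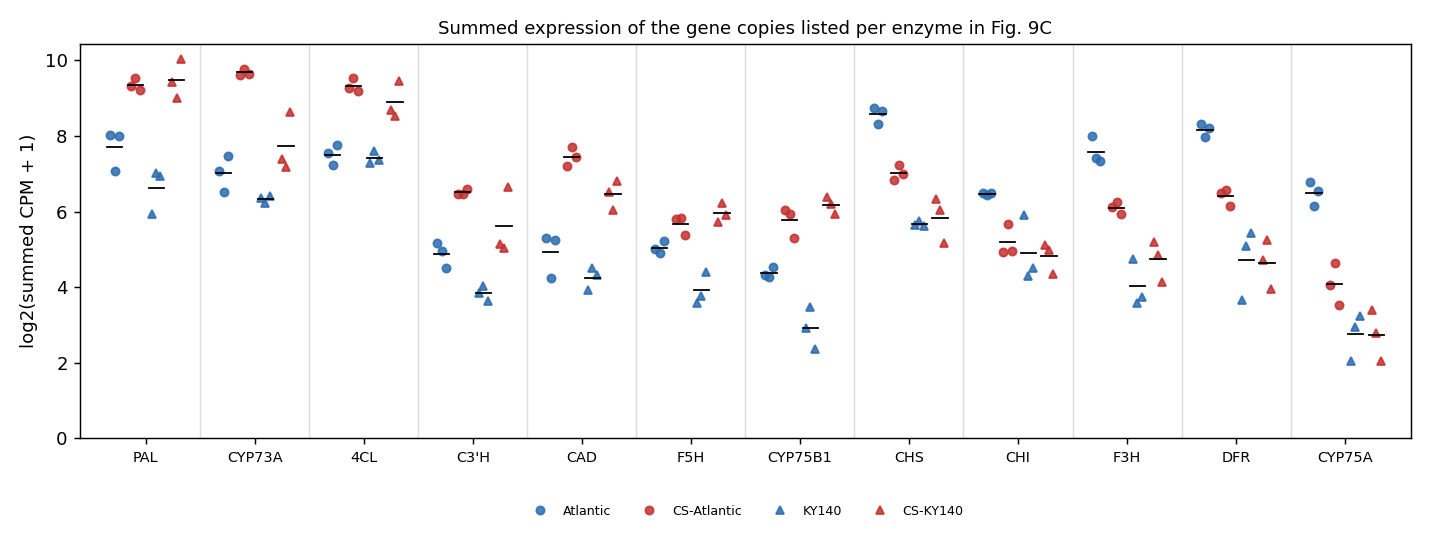
Summed expression of the gene copies that Fig. 9C lists for 12 enzymes of phenylpropanoid and flavonoid synthesis, as log2(summed CPM + 1). Circles are Atlantic and triangles KY140, blue is untreated and red is treated, each point is 1 library and each line the mean of 3. The treated libraries lie above the untreated ones for PAL to CYP75B1 in both cultivars, and below them for CHS to CYP75A in Atlantic.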

The gene *StPAL* (*Soltu.Atl.09_2G005110*) encodes enzymes responsible for cinnamic acid biosynthesis. 

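StPAL (Soltu.Atl.09_2G005110), St4CL (Soltu.Atl.03_3G030960) and 3 copies of StCYP73A catalyse the first steps of phenylpropanoid synthesis, and all 5 genes rose in Atlantic. StPAL rose from 8.28 ± 2.51 (SD, n = 3) to 34.8 ± 14.2 CPM with a log2FC of 2.07 (standard error 0.39, adjusted p = 0.00969 by edgeR), and St4CL from 16.0 ± 8.54 to 111.8 ± 16.4 CPM with a log2FC of 2.81 (standard error 0.41, adjusted p = 0.00262). The StCYP73A copies Soltu.Atl.06_4G021440, Soltu.Atl.06_4G021450 and Soltu.Atl.06_1G015640 had a log2FC of 2.65, 2.69 and 2.78. Their adjusted p was 0.000473, 0.00152 and 0.000309 by edgeR. In KY140, every treated library lay above every untreated one for each of the 5 genes. StPAL was 9.93 ± 3.56 CPM in KY140 and 35.0 ± 12.9 in CS-KY140 with a log2FC of 1.82 (standard error 0.45, adjusted p = 0.12 by edgeR and 0.0105 by DESeq2). St4CL was 14.1 ± 5.01 and 89.4 ± 50.4 CPM with a log2FC of 2.66 (standard error 0.52, adjusted p = 0.0507 by edgeR and 7.04e-05 by DESeq2). The 3 StCYP73A copies had a log2FC of 2.17, 1.90 and 1.72, with adjusted p values of 0.197, 0.143 and 0.23 by edgeR and of 0.0306, 0.0174 and 0.0443 by DESeq2. For Soltu.Atl.06_4G021440 the KY140 value rests on CS-KY140 replicate 3 (56.7 CPM, against 13.5 and 18.3 in replicates 1 and 2), without which the log2FC was 1.28. The log2FC of all 5 genes was larger in Atlantic than in KY140. The paper's screen for such genes asked for this order, so it is not independent evidence. The interaction did not pass for any of the 5 genes (adjusted p from 0.724 to 1 by edgeR). The StPAL call in Atlantic was lost without CS-Atlantic replicate 2 (log2FC 1.77, adjusted p = 0.0528 by edgeR).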

The genes *StPAL(Soltu.Atl.09_2G005110), St4CL(Soltu.Atl.03_3G030960)* and *StCYP73A*(including *Soltu.Atl.06_4G021440*, *Soltu.Atl.06_4G021450*, and *Soltu.Atl.06_1G015640*) were upregulated in both Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140. Conversely, *StCSE*(*Soltu.Atl.04_4G005370*) was downregulated in both Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140. These findings suggest that these genes may be involved in the regulation of cold resistance in potato.

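StCSE (Soltu.Atl.04_4G005370), a caffeoyl shikimate esterase of lignin synthesis, fell in Atlantic from 104 ± 50.5 CPM (SD, n = 3) to 25.5 ± 11.6 CPM, with a log2FC of −2.02 (standard error 0.40, adjusted p = 0.0129 by edgeR). In KY140 it was 479 ± 178 CPM untreated and 154 ± 21.1 CPM treated, with a log2FC of −1.63 (standard error 0.32, adjusted p = 0.0513 by edgeR and 0.000476 by DESeq2), and every treated library lay below every untreated one in both cultivars. The call in Atlantic was lost in 2 of 16 other settings. The interaction was −0.38 (standard error 0.54, adjusted p = 0.982 by edgeR). Summed over the 8 copies of CSE listed in Fig. 9C, expression in KY140 was 562 ± 179 CPM untreated and 248 ± 53.1 CPM treated, lower in all treated libraries, and in Atlantic it was 303 ± 88.3 and 262 ± 44.7 CPM, where the libraries overlapped. From the rise of the named genes and the fall of StCSE in both cultivars, the paper proposes that they may be involved in regulating the cold resistance of potato.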

**Figure 9:**
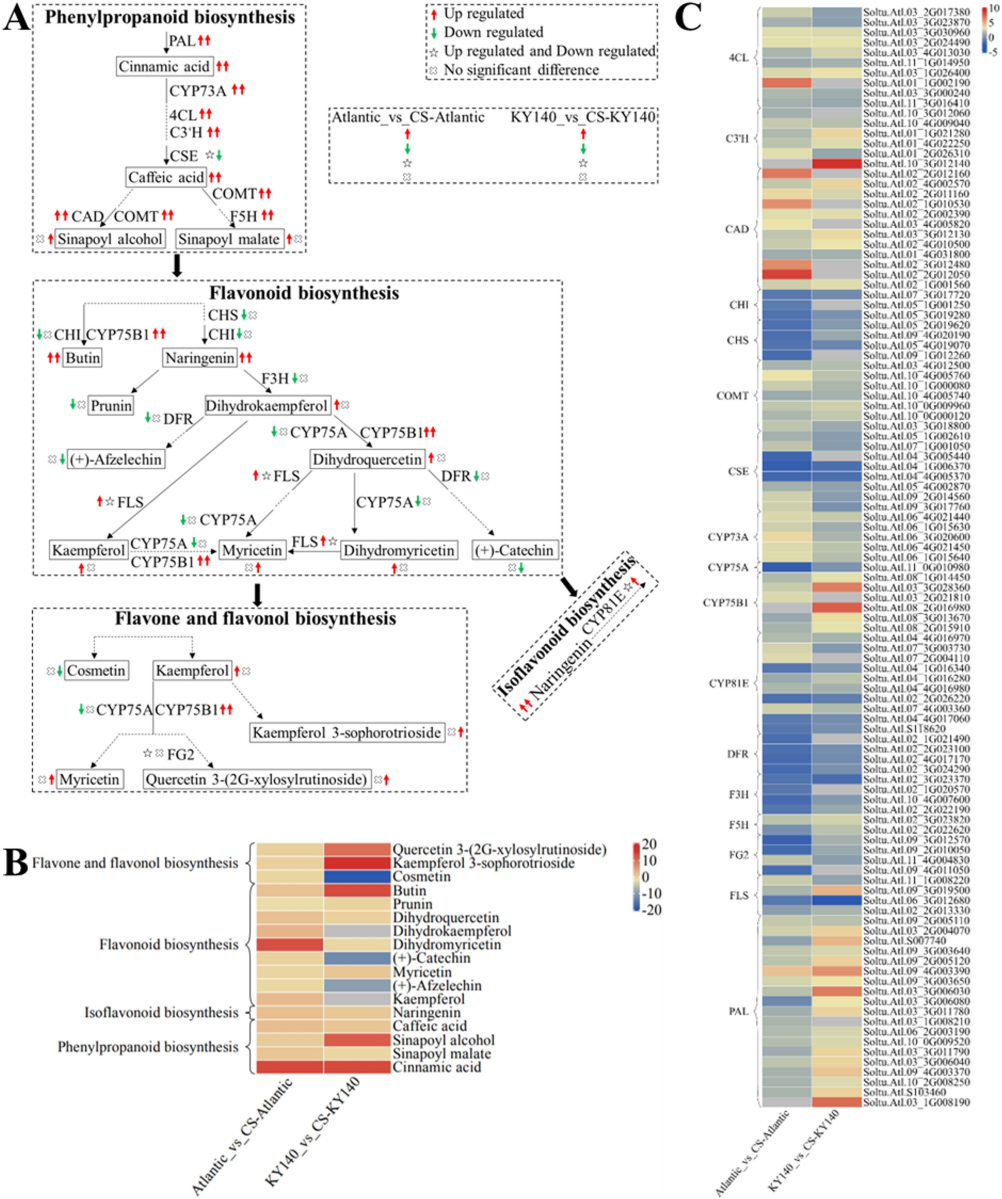
Metabolome and transcriptome profiling of differentially accumulated metabolites (DAMs) and differentially expressed genes (DEGs) associated with “flavonoid-related metabolism” in potato under cold stress (CS). **(A)** Comprehensive analysis of DAMs and related key enzymes in “flavonoid-related metabolism.” The ends of the arrow-headed lines represent DAMs, and the onlines represent enzymes. A solid line between two DAMs indicates a direct connection, while a dashed line indicates that the two DAMs are not directly connected but have other DAMs in between. PAL, Phenylalanine ammonia-lyase; C3’H, 5-O-(4-coumaroyl)-D-quinate 3’-monooxygenase; F5H, Ferulate-5-hydroxylase; CYP73A, Trans-cinnamate 4-monooxygenase; CSE, Caffeoyl shikimate esterase; COMT, Caffeic acid 3-O-methyltransferase; 4CL, 4-Coumarate: CoA ligase; CAD, Cinnamyl-alcohol dehydrogenase; F3H, Flavanone-3-hydroxylase; DFR, Bifunctional dihydroflavonol 4-reductase/flavanone 4-reductase; FLS, Flavonol synthase; CYP75B1, Flavonoid 3’-monooxygenase; CHI, Chalcone isomerase; CHS, Chalcone synthase; CYP75A, Flavonoid 3’,5’-hydroxylase; CYP81E, Isoflavone/4’-methoxyisoflavone 2’-hydroxylase; and FG2, Flavonol-3-O-glucoside L-rhamnosyltransferase. DAMs and DEGs were investigated using the Kyoto Encyclopedia of Genes and Genomes (KEGG) to map the possible KEGG pathway maps for the biological interpretation of systemic functions (https://www.kegg.jp/kegg/pathway.html). **(B)** Heatmap of DAMs in “flavonoid-related metabolism.” The x-axis represents Atlantic_vs_CS-Atlantic_Log_2_FC and KY140_vs_CS-KY140_Log_2_FC. When DAMs appear in multiple pathways, only one of the pathways is displayed, and the colored bar in the upper right corner represents the contents of DAMs, with red color indicating high-content DAMs and blue color indicating low-content DAMs. **(C)** Heatmap of DEGs in “flavonoid-related metabolism.” The x-axis represents Atlantic_vs_CS-Atlantic_Log_2_FC and KY140_vs_CS-KY140_Log_2_FC. A color bar is shown in the upper right corner, with colors ranging from blue to red indicating the expression levels of DEGs from low to high.

### 3.10 “Linoleic acid metabolism” and “α-linolenic acid metabolism” in potato under CS

To better analyze the synergy between DAMs and DEGs, we selected several DAMs and KEGG pathways related to “linoleic acid metabolism” and “α-Linolenic acid metabolism.” We constructed a schematic map indicating the differences between Atlantic and KY140 subjected to CS (**Figure 10**). We found elevated levels of 9(10)-EpOME, 9,10,13-TriHOME, 2(R)-HOTrE, and 9-hydroxy-12-oxo-15(Z)-octadecenoic acid in Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140, suggesting that they might participate in the regulation of potato resistance to CS. In addition, traumatic acid was detected in untreated Atlantic but not in treated Atlantic. In contrast, (-)-jasmonate(JA) was not detected in untreated Atlantic but appeared in treated Atlantic. 

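Of 22 gene copies that Fig. 10C lists for LOX2S, LOX1_5, AOS, AOC and OPCL1, enzymes that lead from polyunsaturated fatty acids to oxylipins and jasmonate, 18 of 19 tested rose in Atlantic and none fell by edgeR or DESeq2. All 19 had a positive log2FC, with a median of 2.11. In KY140, 13 of 16 tested copies had a positive log2FC. Of these, 2 passed the criteria by edgeR, 1 of LOX2S and 1 of OPCL1, and 7 by DESeq2, all higher. The copies were chosen by the study on the same libraries, so the counts are not independent evidence of direction. Summed over its 5 copies, AOS expression was 22.6 ± 8.05 CPM (SD, n = 3) in Atlantic and 246 ± 38.0 in CS-Atlantic, and 1.01 ± 0.67 in KY140 and 63.9 ± 82.1 in CS-KY140. The last value rests on replicate 3 (157.6 CPM, against 29.2 and 4.87 in replicates 1 and 2), and only 1 of the 5 copies was tested in KY140. LOX2S summed to 523 ± 134 and 1330 ± 175 CPM in Atlantic and to 91.7 ± 21.5 and 275 ± 92.6 CPM in KY140. OPCL1 summed to 74.0 ± 9.05 and 256 ± 52.9 CPM in Atlantic and to 63.5 ± 1.71 and 207 ± 65.1 CPM in KY140. LOX1_5 had all 5 copies higher in Atlantic, and in KY140 its sums of 99.6 ± 51.6 and 149 ± 73.8 CPM overlapped, with 3 copies above and 2 below a log2FC of 0.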

The DEGs encoding LOX2S, LOX1_5, AOS, AOC, and OPCL1 were upregulated in both Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140. The genes *StAOC(Soltu.Atl.02_2G023780)*, *StLOX1_5(Soltu.Atl.01_4G023960)*, *StLOX2S(Soltu.Atl.03_0G008370)*, and *StOPCL1(Soltu.Atl.12_2G005410* and *Soltu.Atl.12_3G004550)*, were upregulated in both Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140, suggesting their involvement in the regulation of cold resistance in potato.

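StLOX2S (Soltu.Atl.03_0G008370), a lipoxygenase, had the largest change of the 5 named genes. It rose from 0.27 ± 0.13 (SD, n = 3) to 15.2 ± 3.29 CPM in Atlantic with a log2FC of 5.78 (standard error 0.54, adjusted p = 0.000246 by edgeR), and from 1.30 ± 1.35 to 49.4 ± 23.2 CPM in KY140 with a log2FC of 5.24 (standard error 0.81, adjusted p = 0.0201). StAOC (Soltu.Atl.02_2G023780), the allene oxide cyclase of jasmonate synthesis, rose in Atlantic from 8.27 ± 2.56 to 70.8 ± 45.0 CPM (log2FC 3.10, adjusted p = 0.00259 by edgeR) and was 39.0 ± 7.59 and 144 ± 112 CPM in KY140 (log2FC 1.89, adjusted p = 0.152 by edgeR and 0.012 by DESeq2). A single library carries much of these means, CS-KY140 replicate 3 with 272.8 CPM (90.0 and 69.5 in the others) and CS-Atlantic replicate 1 with 122.7 CPM (42.3 and 47.5 in the others). The untreated StLOX2S level of KY140 likewise rests on replicate 3 (2.84 CPM, against 0.32 and 0.74). StLOX1_5 (Soltu.Atl.01_4G023960) rose in Atlantic (log2FC 2.53, adjusted p = 0.00521 by edgeR) and had a log2FC of 2.13 in KY140 (adjusted p = 0.267 by edgeR and 0.0435 by DESeq2), which was 1.35 without CS-KY140 replicate 3 and 2.85 without KY140 replicate 2. The StLOX1_5 call in Atlantic was lost in 1 of 16 other settings. StOPCL1 activates a jasmonate precursor with coenzyme A. Its copy Soltu.Atl.12_2G005410 rose in Atlantic (log2FC 2.11, adjusted p = 0.000954 by edgeR) and in KY140 (log2FC 1.80, adjusted p = 0.0438 by edgeR). The KY140 call of this copy was lost in 8 of 16 other settings, and that of StLOX2S in 3. Its copy Soltu.Atl.12_3G004550 rose in Atlantic (log2FC 1.72, adjusted p = 0.00638 by edgeR) and had a log2FC of 1.66 in KY140 (adjusted p = 0.0544 by edgeR and 0.000879 by DESeq2). Every treated library lay above every untreated one for all 5 genes in both cultivars, and no interaction passed, with the smallest adjusted p at 0.712 for StAOC. From the rise in both cultivars, the paper proposes a role for these genes in cold resistance.

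**Figure D2:**
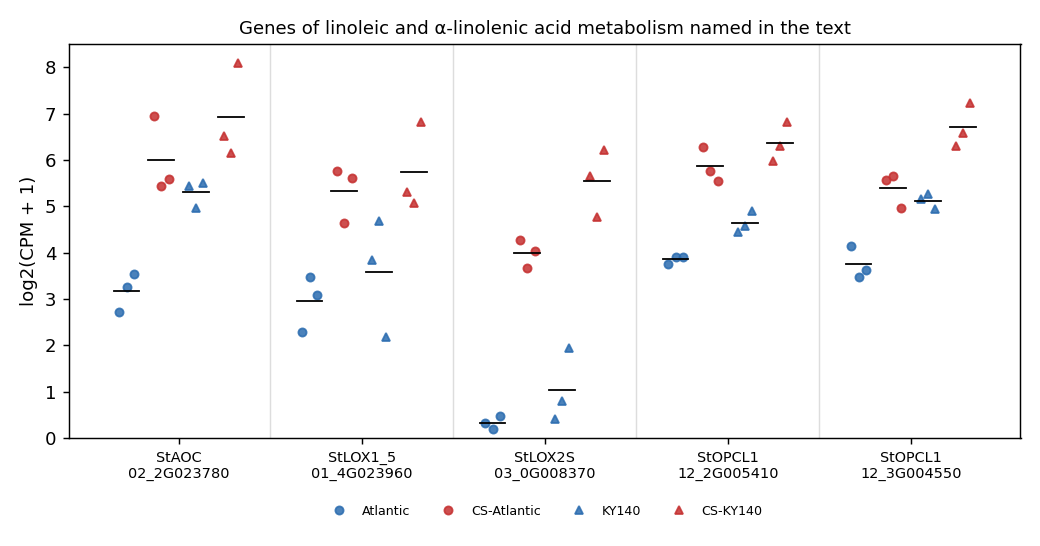
Expression of the 5 named genes of linoleic and α-linolenic acid metabolism as log2(CPM + 1) in each library. Circles are Atlantic and triangles KY140, blue is untreated and red is treated, and each line is the mean of 3 libraries. For all 5 genes the treated libraries lie above the untreated libraries of the same cultivar.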

**Figure 10:**
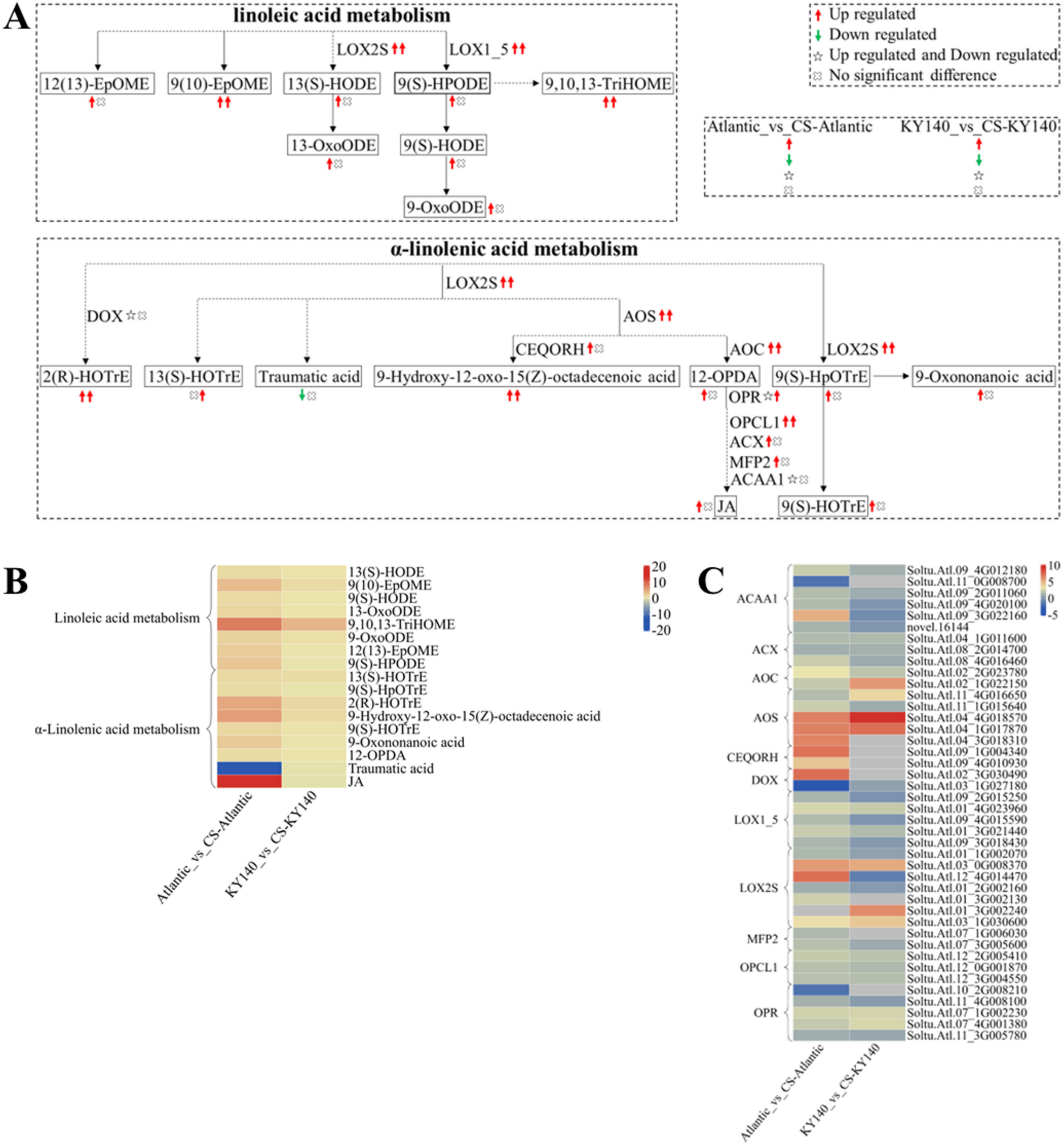
Metabolome and transcriptome profiling of differentially accumulated metabolites (DAMs) and differentially expressed genes (DEGs) associated with “linoleic acid metabolism” and “α-linolenic acid metabolism” in potato under cold stress (CS). **(A)** Comprehensive analysis of DAMs and related key enzymes in “linoleic acid metabolism” and “α-linolenic acid metabolism.” The ends of the arrow-headed lines represent DAMs, and the onlines represent enzymes. A solid line between two DAMs indicates a direct connection, while a dashed line indicates that there are other DAMs in between two DAMs. LOX2S, Lipoxygenase; LOX1_5, Linoleate 9S-lipoxygenase; DOX, Fatty acid α-dioxygenase; AOS, Hydroperoxide dehydratase; CEQORH, Chloroplastic oxoene reductase; AOC, Allene oxide cyclase; OPR, 12-Oxophytodienoic acid reductase; OPCL1, OPC-8:0 CoA ligase 1; ACX, Acyl-CoA oxidase; MFP2, Enoyl-CoA hydratase/3-hydroxyacyl-CoA dehydrogenase; ACAA1, Acetyl-CoA acyltransferase 1. DAMs and DEGs were investigated using the Kyoto Encyclopedia of Genes and Genomes (KEGG) to map the possible KEGG pathway maps for the biological interpretation of systemic functions (https://www.kegg.jp/kegg/pathway.html). **(B)** Heatmap of DAMs in “linoleic acid metabolism” and “α-linolenic acid metabolism.” The x-axis represents Atlantic_vs_CS-Atlantic_Log_2_FC and KY140_vs_CS-KY140_Log_2_FC. The colored bar in the upper right corner represents the contents of DAMs, with red indicating high-content DAMs and blue indicating low-content DAMs. **(C)** Heatmap of DEGs in “linoleic acid metabolism” and “α-linolenic acid metabolism.” The x-axis represents Atlantic_vs_CS-Atlantic_Log_2_FC and KY140_vs_CS-KY140_Log_2_FC. A color bar is shown in the upper right corner, with colors ranging from blue to red indicating the expression levels of DEGs from low to high.

### 3.11 “Amino acid metabolism” in potato under CS

To better analyze the synergy between DAMs and DEGs, we selected several DAMs and KEGG pathways related to “Amino acid metabolism” and constructed a schematic map indicating the differences between Atlantic and KY140 subjected to CS (**Figure 11**). 2-Hydroxycinnamic acid, 5-hydroxyindoleacetate, and 2-oxoadipic acid were present in untreated Atlantic but were not detected in treated Atlantic. 5-Hydroxyindoleacetate and L-Homocystine was not detected in untreated KY140 but appeared in treated KY140. γ-aminobutyric acid (GABA) levels were elevated in both Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140, suggesting that it might participate in the regulation of potato resistance to CS. Cinnamic acid was not detected in the untreated groups but was present in the treated groups, suggesting that it might also participate in the regulation of potato resistance to CS. Neither guanidinoacetate nor L-ornithine were detected in untreated Atlantic, but both were present in treated Atlantic. The DEGs encoding PAL, GAD, POP2, and ODC1 were upregulated in both treated groups. 

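GAD, the glutamate decarboxylase that makes GABA, had 7 of its 8 copies in Fig. 11C higher in Atlantic, and its summed expression was 112 ± 21.1 CPM (SD, n = 3) untreated and 387 ± 44.6 CPM treated. In KY140 all 6 tested copies had a positive log2FC, none passed by edgeR and 1 by DESeq2, and the sums were 194 ± 54.4 and 348 ± 124 CPM. POP2, a transaminase that breaks GABA down, had 2 of 3 copies higher in Atlantic (382 ± 26.4 and 599 ± 29.0 CPM) and 1 of 3 higher in KY140, where the sum was 2.39 times higher after cold. ODC1 had its 1 tested copy higher in Atlantic (66.8 ± 8.78 and 226 ± 49.9 CPM for the listed copies together), and none of 2 called by edgeR and 1 by DESeq2 in KY140 (79.3 ± 17.4 and 149 ± 27.4 CPM). For these 3 enzymes every treated library had a higher sum than every untreated one of its cultivar. With PAL, 19 of 30 tested copies rose and none fell in Atlantic, and 5 of 28 rose and none fell in KY140 by edgeR, against 19 of 28 by DESeq2. The study chose the copies on these libraries, so the tally is not independent evidence.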

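Expression of Soltu.Atl.11_3G000340 rose in Atlantic from 47.1 ± 13.9 CPM (SD, n = 3) to 114 ± 30.8 CPM with a log2FC of 1.28 (standard error 0.28, adjusted p = 0.0197 by edgeR). In KY140 the gene was 30.2 ± 3.21 CPM untreated and 70.9 ± 22.5 CPM treated, with a log2FC of 1.23 (standard error 0.33, adjusted p = 0.147 by edgeR and 0.0355 by DESeq2). Every treated library lay above every untreated one in both cultivars. The interaction was 0.06 (standard error 0.45, adjusted p = 1 by edgeR), so the response did not differ detectably between the cultivars. The call in Atlantic was lost in 5 of 16 other settings.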

The gene *StGAD(Soltu.Atl.11_3G000340)*, which encodes enzymes involved in GABA biosynthesis, exhibited upregulation in both Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140. This suggests its potential role in regulating cold resistance in potato.

**Figure 11:**
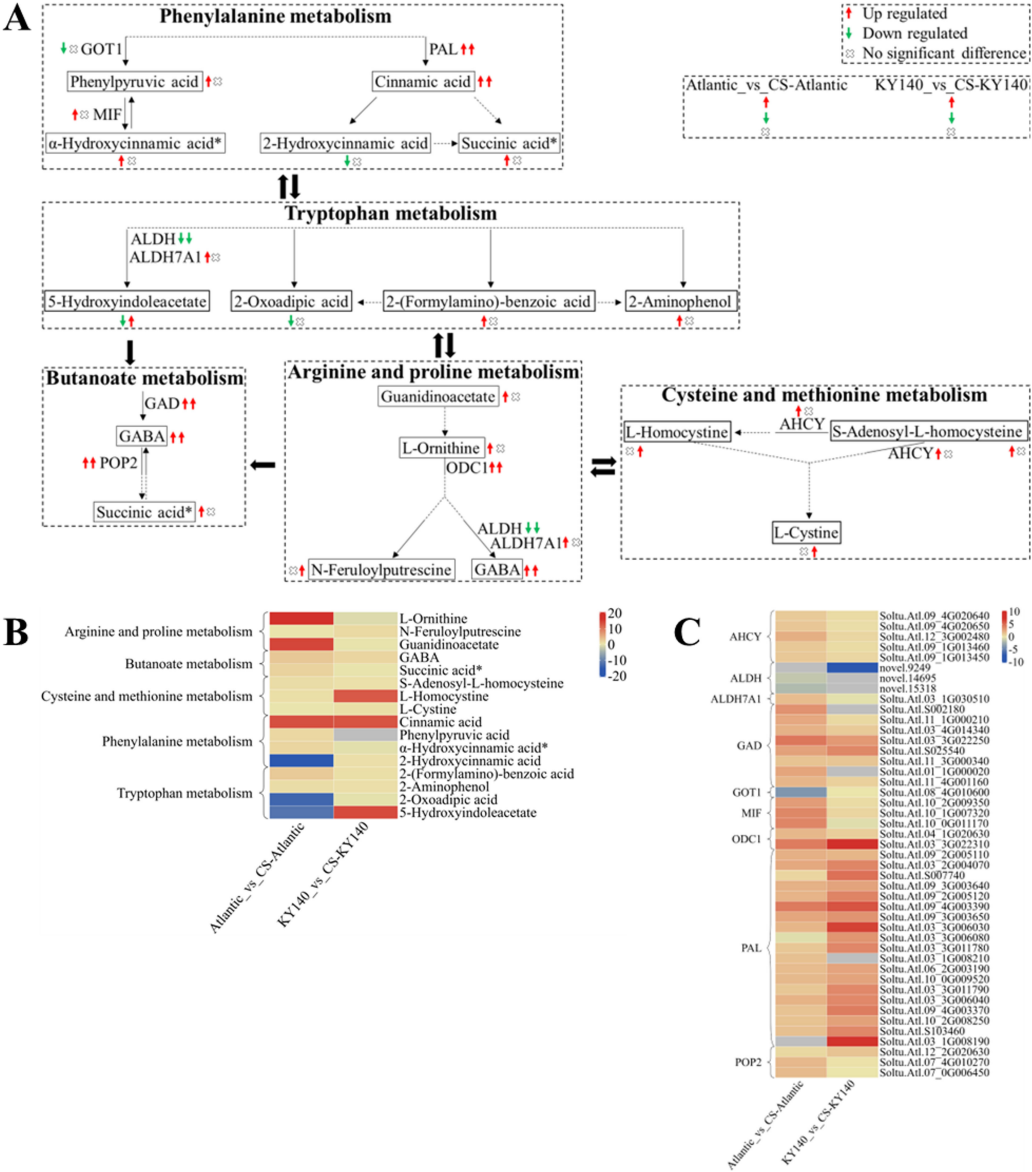
Metabolome and transcriptome profiling of differentially accumulated metabolites (DAMs) and differentially expressed genes (DEGs) associated with “amino acid metabolism” in potato under cold stress (CS). **(A)** Comprehensive analysis of DAMs and related key enzymes in “amino acid metabolism.” The ends of the arrow-headed lines represent DAMs, and the onlines represent enzymes. A solid line between two DAMs indicates a direct connection, while a dashed line indicates that there are other DAMs in between the two DAMs. GOT1, Aspartate aminotransferase, cytoplasmic; MIF, Phenylpyruvate tautomerase (double arrows indicate that MIF catalyzes a reversible reaction); PAL, Phenylalanine ammonia-lyase; ALDH, Aldehyde dehydrogenase (NAD^+^); ALDH7A1, Aldehyde dehydrogenase family 7 member A1; GAD, Glutamate decarboxylase; POP2, 4-Aminobutyrate-pyruvate transaminase (double arrows indicate that POP2 catalyzes a reversible reaction); ODC1, Ornithine decarboxylase 1; and AHCY, Adenosylhomocysteinase. DAMs and DEGs were investigated using the Kyoto Encyclopedia of Genes and Genomes (KEGG) to map the possible KEGG pathway maps for the biological interpretation of systemic functions (https://www.kegg.jp/kegg/pathway.html). **(B)** Heatmap of DAMs in “amino acid metabolism.” The x-axis represents Atlantic_vs_CS-Atlantic_Log_2_FC and KY140_vs_CS-KY140_Log_2_FC. When DAMs appear in multiple pathways, only one of the pathways is displayed, and the colored bar in the upper right corner represents the contents of DAMs, with red indicating high-content DAMs and blue indicating low-content DAMs. **(C)** Heatmap of DEGs in “amino acid metabolism.” The x-axis represents Atlantic_vs_CS-Atlantic_Log_2_FC and KY140_vs_CS-KY140_Log_2_FC. A color bar is shown in the upper right corner, with colors ranging from blue to red indicating the expression levels of DEGs from low to high.

## 4 Discussion

### 4.1 Antioxidant enzymes and osmotic substances confer better cold resistance in potato

Low temperature significantly impacts potato. Our results showed that CS led to changes in antioxidant enzymes and osmotic substances. After CS treatment, Atlantic and KY140 exhibited varying physiological indicators responding to CS. For instance, Atlantic exhibited higher POD, CAT, and SOD activities and proline and soluble protein and sugar contents than KY140. CAT activity and soluble protein and sugar contents peaked at 12h in treated Atlantic, with the values higher than those in the untreated Atlantic. Moreover, SOD activity and proline content reached their lowest values at 12h in treated KY140, with lower values in treated KY140 than those in untreated KY140. Based on the comprehensive analysis of the field low-temperature period (usually 12h) and physiological indicators, the sampling time points of the potato metabolome and transcriptome and the qRT-PCR time points of DEGs were both 12 h after CS exposure. High activities of POD, CAT, and SOD with high contents of proline and soluble protein and sugar could enhance the cold resistance of potato (Xu et al., 2016; Wang M. X. et al., 2021; Duan et al., 2022).

### 4.2 Extensive targeted metabolomic analysis shows that several metabolites are involved in the regulation of cold resistance in potato

Low temperature can not only alter permeable substances but also cause a series of changes in metabolites. A total of 298 and 195 DAMs were identified in Atlantic and KY140, respectively. Among them, 124 DAMs were common between Atlantic and KY140, including lipids, flavonoids, alkaloids, organic acids, amino acids and their derivatives, nucleotides and their derivatives, lignans and coumarins, phenolic acids, and terpenoids. Overall, these DAMs showed an upward trend in both Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140. Zhang (2023) conducted an extensive untargeted metabolite analysis using eight potato materials based on liquid chromatography-mass spectrometry (LC-MS) for samples subjected to cold acclimation for one and 7 days. The detected metabolites were mainly associated with lipids, carboxylic acids, carbohydrates, amino acids, terpenoids, coumarins, and flavonoids.

One hundred DAMs (including 67 lipid-based DAMs) were found to participate in the regulation of potato resistance to CS. Previously, lipid accumulation was observed in cold-stressed maize (*Zea mays* L.), rice (*Oryza sativa* L.), and rapeseed (*Brassica napus* L.) (Zhao et al., 2021; Liu et al., 2022; Raza et al., 2021).

A total of 13 unsaturated fatty acids (UFAs) were differentially accumulated in both Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140. Among them, 11 UFAs might participate in the regulation of potato resistance to CS. In a previous study, multivariate statistical analyses revealed that the contents of UFAs in ‘Sanguinello’ (cold-resistant) were significantly higher than those in ‘Moro’ (cold-sensitive) (Habibi et al., 2021). Thus, the cold resistance of potato is mediated by the combined actions of various substances, not just one type of substance.

### 4.3 CS can cause dramatic changes in potato at the transcriptional level

A total of 8225 DEGs were detected in Atlantic_VS_CS-Atlantic and KY140_VS_CS-KY140, including 1131 common DEGs. Among them, 4751 and 1945 DEGs were upregulated and 2177 and 483 DEGs were downregulated in Atlantic_VS_CS-Atlantic and KY140_VS_CS-KY140, respectively. The differences between the two materials at the transcriptional level are primarily attributed to CS and the genetic background of the materials themselves. Among the 8225 DEGs, only 6869 DEGs were annotated to GO terms and categorized into 42 GO terms, including “biological process,” “molecular function,” and “cellular component.” In addition, we detected several differentially expressed TFs in Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140. These TFs belonged to the AP2/ERF, WRKY, MYB, bHLH, HB, bZIP, and NAC families (n = 85, 64, 64, 55, 44, 42, and 38, respectively). Among these TFs, 469 and 258 TFs were upregulated and 161 and 28 TFs were downregulated in Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140, respectively. In the Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140, the number of upregulated TFs significantly exceeded the number of downregulated TFs. The unique TFs might participate in the regulation of potato resistance (479 vs 135).

Similar results were obtained in wheat, where the TFs belonging to MADS, WRKY, ERF, bHLH, C_2_H_2_, MYB, and B3 families were involved in responses to CS (Lv et al., 2022). The most responsive TFs in Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140 belonged to the AP2/ERF family. This family was also involved in CS tolerance in *Poncirus trifoliata*. The α, β-amylase-encoding gene *PtrBAM1* of *Poncirus trifoliata* is regulated by CBF and plays an important role in cold resistance by regulating soluble sugar levels (Peng et al., 2014). The second most responsive TF families in Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140 were WRKY and MYB, which are also involved in the CS responses of other plants. The overexpression of KoWRKY40 (from *Kandelia obovata*) in *Arabidopsis* led to elevation in proline content and SOD, POD, and CAT activities (Fei et al., 2022). Under CS, *BpMYB4* overexpression in *Betula platyphylla* Suk. has been shown to increase SOD, POD, and CAT activities and soluble sugar and protein and proline contents (Zhang et al., 2019). The third most responsive TF family in Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140 was bHLH, which has been shown to be involved in the CS responses of other plants. Many *CsbHLH* genes in sweet orange (*Citrus sinensis*) respond to low temperatures, and knocking down *bHLH18* in trifoliate orange promotes cold sensitivity, accompanied by a downregulation of antioxidant genes and accumulation of more reactive oxygen. In contrast, *CsbHLH18* overexpression in transgenic tobacco enhanced its cold tolerance, with a significant reduction in the accumulation of reactive oxygen and an increase in the activity and transcriptional levels of antioxidant enzymes (Geng and Liu, 2018). Moreover, other TF families have also been shown to be involved in the regulation of plant cold resistance (Liu et al., 2014).

### 4.4 “Flavonoid-related metabolism” plays key roles in cold stress in potato 

We detected an elevation in the contents of cinnamic acid, caffeic acid, and naringenin in both Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140, suggesting their role in the regulation of potato resistance to CS. In Atlantic_vs_CS-Atlantic, prunin content decreased, but (+)-afzelechin contents were comparable. In KY140_vs_CS-KY140, prunin levels remained comparable while (+)-afzelechin levels decreased. Flavonoids, a product of phenylpropanoid metabolism, are essential substances in plants that influence their basic metabolism and stress resistance. Flavonoids are categorized into flavones, flavonols, flavanones, isoflavones, etc (Dong and Lin, 2021). Flavonoids has antioxidant and free radical scavenging properties (Zhang and Lu, 2006). The accumulation of flavonoids can enable plants to adapt to low-temperature environments (Sun et al., 2021; Yang et al., 2023). The upregulation of some flavonoid-related metabolites has been shown to play important roles in the CS responses of kiwifruit and peach (Sun et al., 2021; Li et al., 2023). Upon exposure to CS, wheat exhibits an increase in cinnamic acid and caffeic acid levels and a decrease in naringenin, (+)-afzelechin, and prunin levels (Lv et al., 2022). Caffeic acid has antioxidant and free radical scavenging properties due to the ortho-diphenol hydroxyl group on its own benzene ring (Bao et al., 2018). Any potential discrepancies between our results and the findings of previous studies might be attributed to conservation and selection during evolution.

In Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140, the DEGs encoding PAL, CYP73A, C3’H, F5H, COMT, CAD, 4CL, and CYP75B1 were upregulated. In Atlantic_vs_CS-Atlantic, the DEGs associated with CSE and CYP81E were both upregulated and downregulated. 

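The copies of CSE and CYP81E did not move as one in Atlantic. Of the 8 copies of CSE, 5 rose and 3 fell, with log2FC values from −2.46 to 2.40. Of the 10 copies of CYP81E, which hydroxylates isoflavones, 3 rose, 4 fell and 3 did not pass, with log2FC values from −1.64 to 2.68, and the sum of the copies went from 414 ± 52.1 CPM (SD, n = 3) to 253 ± 36.1 CPM, lower in all treated libraries.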

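In KY140, 7 copies of CSE and 10 of CYP81E were tested and none was called by edgeR. DESeq2 called 1 copy of CSE lower and 1 of CYP81E higher. By log2FC, 4 copies of CSE were above and 3 below 0, and 7 copies of CYP81E were above and 3 below 0. The summed expression of CYP81E was 360 ± 125 CPM (SD, n = 3) in KY140 and 364 ± 60.3 CPM in CS-KY140, and the libraries overlapped.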

In KY140_vs_CS-KY140, the DEGs associated with CSE were downregulated, while those associated with CYP81E were upregulated. In Atlantic_vs_CS-Atlantic, the FLS-expressed DEGs were upregulated, while in KY140_vs_CS-KY140, these DEGs were both upregulated and downregulated. 

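FLS, the flavonol synthase, had 1 of 4 copies higher in Atlantic by edgeR and 2 by DESeq2, and its summed expression was 19.9 ± 2.47 CPM (SD, n = 3) untreated and 31.3 ± 6.52 CPM treated. In KY140 no copy passed by edgeR, and DESeq2 called 1 higher and 1 lower. The log2FC values in KY140 ranged from −2.72 to 4.59, and the sums of 38.0 ± 7.89 and 71.1 ± 24.8 CPM overlapped between the conditions.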

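In Atlantic, all 16 listed copies of the flavonoid enzymes CHS, CHI, F3H, DFR and CYP75A had a negative log2FC, and 13 passed the criteria by edgeR and 16 by DESeq2, a list that the study chose on these libraries. Chalcone synthase (CHS), which opens the branch, fell in all 4 copies, and its summed expression was 382 ± 58.0 CPM (SD, n = 3) untreated and 130 ± 18.0 CPM treated. DFR fell in all 4 copies (287 ± 34.8 and 84.5 ± 13.3 CPM), F3H in 3 of 4 (195 ± 50.6 and 68.1 ± 7.92 CPM) and CHI in 1 of 3 (87.6 ± 1.80 and 36.5 ± 11.7 CPM). CYP75A fell with a log2FC of −2.43 (90.2 ± 19.8 and 16.8 ± 6.84 CPM). Of 4 copies of FG2, 3 fell and 1 had a positive log2FC of 1.93 that did not pass by edgeR and passed by DESeq2.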

In Atlantic_vs_CS-Atlantic, the DEGs encoding CHI, CHS, F3H, DFR, and CYP75A were downregulated, while the expression levels of DEGs encoding FG2 were both upregulated and downregulated. These six enzymes were uniquely altered in Atlantic_vs_CS-Atlantic. 

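In KY140, 10 of the 16 copies of CHS, CHI, F3H, DFR and CYP75A had enough counts for the test. None was called by edgeR or DESeq2, and 5 had a positive and 5 a negative log2FC, with a median of −0.02. The untreated values were lower than in Atlantic, with 49.8 ± 2.88 CPM (SD, n = 3) for CHS, 28.9 ± 15.7 for DFR and 16.3 ± 8.14 for F3H, and no test of this difference was made. The copies are those of an Atlantic annotation and each cultivar was scaled on its own. A lower level of these genes in KY140 therefore cannot be inferred. After cold the KY140 sums of CHS, DFR and F3H were 59.5 ± 22.7, 25.7 ± 11.3 and 26.8 ± 9.64 CPM. The 3 tested copies of FG2 had a positive log2FC and none was called. The interaction, which tests the difference between the cultivars, passed for none of the listed copies by edgeR. DESeq2 called it for 1 copy each of CHS (−1.91, standard error 0.44), F3H (−2.24, standard error 0.51) and DFR, each lower in Atlantic. The DFR copy had no count in any untreated KY140 library, so the size of its difference is not given.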

Among various plant species, PAL is encoded by members of a multigene family that exhibit diverse expression patterns and play different roles in phenylpropanoid metabolism (Liu et al., 2018). Upregulation of PALs and COMT in cold-resistant peanuts might enhance cold resistance (Wang X. et al., 2021). Under CS, 59 out of 83 genes in the phenylpropanoid/flavonoid metabolic pathways (including Ko00940, Ko00941, and Ko00944) were significantly upregulated in wheat, including those encoding CHI, CHS, CYP73, 4CL, PAL, and CSE. Additionally, CYP75B1 plays a crucial role in two pathways (Ko00941 and Ko00944) associated with CS responses in wheat (Lv et al., 2022). Transcriptome analysis of the peach cultivars ‘Donghe No.1’ (cold-tolerant) and ‘21^st^ Century’ (cold-sensitive) under low-temperature treatment revealed upregulation of some key genes related to the biosynthetic of flavonoids in peach. These genes might play an important role in the responses of peach to CS, including those encoding COMT, CCR, CAD, PER, and F3’H. Their levels were significantly higher in ‘Donghe No.1’ than in ‘21^st^ Century’ under low-temperature stress (Li et al., 2023). Any potential discrepancies between our results and the findings of previous studies might be attributed to conservation and selection during evolution.

### 4.5 “Linoleic acid metabolism” and “α-linolenic acid metabolism” response to cold stress in potato 

In this study, “linoleic acid metabolism” and “α-linolenic acid metabolism” were enriched in both materials, regardless of whether they were analyzed by metabolomics or transcriptomics. With respect to these two pathways, more DAMs and DEGs were detected in Atlantic_vs_CS-Atlantic. The DEGs encoding LOX2S, LOX1_5, and AOS were upregulated in both Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140. The DEGs encoding OPR were both upregulated and downregulated in Atlantic_vs_CS-Atlantic and upregulated in KY140_vs_CS-KY140. 

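OPR, the reductase of 12-oxophytodienoic acid in jasmonate synthesis, had 4 copies higher and 1 lower in Atlantic, with log2FC values from −1.82 to 2.38. The sum of its 5 copies was 124 ± 22.9 CPM (SD, n = 3) untreated and 294 ± 13.6 CPM treated. In KY140 all 4 tested copies had a positive log2FC, none passed by edgeR and 1 by DESeq2, and the sum was 64.5 ± 1.54 and 170 ± 136 CPM, higher in all treated libraries. Most of the treated value came from CS-KY140 replicate 3 (326.8 CPM, against 102.3 and 82.5 in replicates 1 and 2).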

The DEGs encoding ACX was upregulated in only Atlantic_vs_CS-Atlantic. Thus, ACX was uniquely altered in Atlantic. 

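ACX, an acyl-CoA oxidase of β-oxidation, had all 3 listed copies higher in Atlantic, with log2FC values from 1.10 to 2.20 and a summed expression of 114 ± 6.48 CPM (SD, n = 3) untreated and 351 ± 45.0 CPM treated. In KY140 the 3 copies had log2FC values from 0.94 to 1.47, none passed by edgeR or DESeq2, and the sums were 158 ± 28.8 and 323 ± 144 CPM, with every treated library above every untreated one. The interaction was called for no copy of ACX by edgeR or DESeq2, so a difference in response between the cultivars was not detected. From the call in Atlantic and its absence in KY140, the paper concludes that ACX was altered in Atlantic alone.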

Although JA levels increased in both materials after CS, the increase in KY140_vs_CS-KY140 was not significant. JA was not detected in untreated Atlantic but appeared in treated Atlantic.

Stable lipid metabolism can not only reduce ROS accumulation but also relieve oxidative stress in the cells (Patel et al., 2016; Xu et al., 2023). Xu et al. (2023) conducted omics analysis on ZQ (cold-sensitive) and XL (cold-tolerant) qingke varieties under low temperatures. Both transcriptomic and metabolomic analyses showed that linoleic acid metabolism and other lipid metabolisms were enriched in XL. The transcriptome analysis of naturally cold-acclimated ‘Elsie Lee’ by Liu B. et al. (2020) also enriched “linoleic acid metabolism” and “α-linolenic acid metabolism.” Korean scholars analyzed ACXs expression patterns in rice subjected to mechanical injury and speculated that OsACX2 provided sugar and energy for germinating seeds, while OsACX1 was involved in mechanical injury response and JA synthesis (Kim et al., 2007). Cold temperatures can induce JA accumulation in rice (Du et al., 2013). JA is an upstream signal of the ICE-CBF/DREB1 pathway, and its exogenous application can positively regulate freezing tolerance in *Arabidopsis* (Hu et al., 2013). JA participates in the regulation of phenylpropanoid metabolism, such as flavonoid synthesis (Dong and Lin, 2021). α-linolenic acid and linoleic acid are polyunsaturated fatty acids (PUFAs) and are substrates of LOX (Porta and Rocha-Sosa, 2002). PUFAs can maintain membrane fluidity (Sakai and Larcher, 1987) and accumulate during CS (Vega et al., 2004; Upchurch, 2008). AtLOX2 and AtCYP74A(AOS) are key enzymes impacting JA biosynthesis in *Arabidopsis* (Bell et al., 1995; Spoel et al., 2003; Park et al., 2002). The DEGs encoding LOX are involved in both “linoleic acid metabolism” and “α-linolenic acid metabolism” and are downregulated in field cold acclimation (CA). 13-LOXs and AOSs were downregulated in both field CA and artificial CA. DEGs annotated as 12-OPR3 showed very low transcription levels or were downregulated in field CA. JA content decreased in field CA and artificial CA. Inhibiting JA biosynthesis and suppressing the consumption of linolenic acid might help maintain the membrane fluidity under CS (Liu B. et al., 2020). We proposed promoting JA accumulation to make potato resistant to cold, and the cold resistance mechanism of ‘Elsie Lee’ was different from that speculated in the current study. Any potential discrepancies between our results and the findings of previous studies might be attributed to conservation and selection during evolution. The “Linoleic acid metabolism” and “α-Linolenic acid metabolism” were found to be more active in Atlantic, potentially mediating their enhanced cold resistance. The specific roles of JA in regulating CS responses in potato remain to be fully elucidated and can be further explored through exogenous application of JA and genetic engineering approaches.

### 4.6 The crucial role of “amino acid metabolism” in stress tolerance

We found GABA elevation in Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140, suggesting its role in the regulation of potato resistance. Succinic acid* was upregulated in Atlantic_vs_CS-Atlantic, however, it was not significantly different in KY140_vs_CS-KY140. Furthermore, the expression of GAD DEGs increased in both Atlantic_vs_CS-Atlantic and KY140_vs_CS-KY140. GABA, a four-carbon non-protein amino acid, can regulate the pH of the intracellular and extracellular environment, maintain the balance of carbon and nitrogen, and participate in the response of plants to abiotic stresses, and is considered a plant molecular signal (Ramesh et al., 2017). The combination of low-temperature acclimation and ice-cold storage can activate the GABA shunt metabolism in the flesh of longan fruits, leading to GABA accumulation (Zhou, 2017). Exogenous GABA treatment and GABA combined with GABA-T inhibitor (VGB) treatment effectively inhibited the occurrence of cold injury in peach fruits during low-temperature storage by increasing the endogenous GABA and sucrose contents in the later stages of peach (*Prumus persica* L.) fruit storage (Fang et al., 2020). Exogenous GABA treatment of cucumber seedlings under CS can improve their antioxidant enzyme activity, reduce the damage of CS to cucumber seedlings, and facilitate the normal growth of cucumber seedlings (Huang, 2015). Exogenous GABA treatment of peach fruit increased endogenous GABA and enhanced *PpGAD* expression, enhanced cold resistance of the fruit, and prevented the occurrence of cold damage in peach fruit (Song et al., 2016). Overexpression of rice (*Oryza sativa* L.) *GAD2* gene can significantly increase the endogenous GABA content in rice (Shimajiri et al., 2013). Under CS conditions, succinic acid* was downregulated in the phenylalanine metabolism of two rapeseed varieties (Raza et al., 2021). Any potential discrepancies between our results and the findings of previous studies might be attributed to conservation and selection during evolution. Overall, the “amino acid metabolism” was more active in Atlantic, which might be related to its enhanced cold resistance. Whether GABA can enhance cold tolerance in potato can be further validated through exogenous application and genetic regulation (overexpression or knockout of related genes).

## 5 Conclusion

The differences between Atlantic (cold-resistant) and KY140 (cold-sensitive) potato varieties were analyzed from the aspects of physiology, metabolomics, and transcriptomics. Atlantic exhibited higher POD, CAT, and SOD activities and proline and soluble protein and sugar contents than KY140 under different treatments. More DAMs and DEGs are induced in Atlantic after CS. The intrinsic mechanisms between the biosynthesis of metabolites and gene expression were discussed. We found that the metabolites of lipids, flavonoids, alkaloids, organic acids, amino acids and their derivatives, nucleotides and their derivatives, lignans and coumarins, phenolic acids, and terpenoids, as well as the metabolic pathways of “flavonoid-related metabolism,” “lipid metabolism,” “amino acid metabolism,” “carbohydrate metabolism,” “nucleotide metabolism,” and “energy metabolism” might play an important role in the cold resistance of potato. The key regulatory DAMs, DEGs, and their roles in cold resistance via the “flavonoid-related metabolism,” “lipid metabolism,” and “amino acid metabolism” need to be further explored and validated.

## Data Availability

The datasets utilized in this research are publicly available in online repositories. The repository/repositories and corresponding accession number(s) can be accessed at the following: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE291340.

How the deposited data were processed for this re-analysis (not part of the article)

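Leaf RNA of the potato cultivars Atlantic and KY140, untreated (25°C) and after 12 h at −4°C, was measured by poly(A) RNA sequencing. The deposited table also holds KY130, a cultivar that the paper does not report, under the same treatments. Each group is 1 record in the sample labels with 3 numbered libraries in the table, 18 libraries in all. The names of the Atlantic and KY140 libraries match those of Fig. 4A. All library columns were matched to a group. The labels give 12°C in the treatment field and −4°C in the titles of the treated groups, and the paper's −4°C is used.

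The authors deposited counts: whole numbers of reads per gene for 114281 genes, without normalization. The gene identifiers belong to an annotation of the cultivar Atlantic in which the chromosome copies are separate, and 24264 genes carry only a number. The aligner, the counter, the genome build, their versions and the handling of reads shared between copies are not given in the sources used here. A second deposited table repeats the identifiers as names and was not used here. Of the identifiers, 0 matched the RefSeq gene table of potato, and the deposited table holds no gene descriptions, so no gene list, GO, KEGG or transcription factor analysis was made here. Enzyme names come from the paper's text and from the labels of Figs. 9C, 10C and 11C, from which 170 gene copies were used here. They serve for tallies and sums, not for tests of a gene list.

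Library totals were 11047494 to 14971945 counts. Counts of each cultivar were tested with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1): genes were kept by filterByExpr with its minimum count of 10, normalized by TMM, and tested by the quasi-likelihood test of treated against untreated libraries in a fit of the 6 libraries. DEGs have a |log2FC| of at least 1 and a Benjamini-Hochberg FDR under 0.05, the paper's criteria. The paper's text does not name the tool it used for this step. The standard error of a log2FC is its size divided by the square root of the F statistic. CPM values of genes and enzymes use the TMM library sizes of the same fit, and their SD is over 3 libraries. The sum of an enzyme adds the CPM of its listed copies in each library, which removes the splitting of reads among those copies. The interaction, cold response in Atlantic minus that in KY140, was tested in a fit of the 12 libraries of both cultivars at an FDR of 0.05. Correlations and principal components used log2(CPM + 1) with a pseudocount of 1, where CPM was scaled by library totals without TMM. The same scaling served for the covariance of log2FC, the scale of KY130 libraries and the deviations of same-numbered libraries.

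Genes named in the text were set before the data were examined: the 12 genes that the paper names by identifier and the 6 genes of Fig. 6. The other parts of that rule needed gene descriptions, so at most 2 further genes in each direction are named, and they were chosen after their values were seen. The paper's methods give 3 biological replicates per group, and the p-values set the difference between conditions against the spread between these libraries. Whether the cold exposure was run separately for each replicate is not stated there, so the p-values may not cover variation between exposures.

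The tests were tested on simulated counts with 200 changed genes, drawn from the means, library sizes and dispersions of the real libraries. In Atlantic (57775 genes), edgeR recovered 1.5% of the genes changed 2-fold, 25.4% of those changed 4-fold and 62.1% of those changed 8-fold, with 10 false calls. DESeq2 recovered 4.5%, 50.7% and 78.8%, with 97 false calls. In KY140 (47973 genes), edgeR recovered 0%, 0% and 19.7% with 1 false call, and DESeq2 1.5%, 23.9% and 63.6% with 113 false calls. For genes changed 2-fold, 4-fold and 8-fold, DESeq2 recovered 3, 34 and 52 in Atlantic and 1, 16 and 42 in KY140. Its false calls thus outnumbered its true ones in both simulations, so a call by DESeq2 alone is treated here as weaker evidence. The dispersions behind the simulated counts were those estimated by edgeR. In counts simulated from the KY140 libraries, most 4-fold changes of single copies were uncalled by edgeR. Recovery at a set FDR and the balance of true and false calls depend on how many genes change, here only 200. These rates need not hold in the real data.

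The alternatives were DESeq2 1.42.0, other scaling factors (RLE, upper quartile), no filter or at least 10 counts in 3 libraries, a joint fit of 12 libraries, the replicate number as a block, no fold threshold, leaving out each library in turn, and for the correlations linear CPM, Spearman's rank correlation and genes with a mean of at least 10 counts. The replicate numbers are shared by the groups of a cultivar, and no source says that they mark pairs. Library totals, genes detected and the share of the most abundant genes were written for each library, and no sequencing batch is given in the sources used here. The metabolome, the physiological measurements and qRT-PCR values were not analysed here.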

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

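The tests of the number of genes tested, of depth and of the cultivar of CS-KY130 replicate 3 were chosen after the results were seen.

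KY130, which the paper does not analyse, responded to cold. By edgeR 411 genes rose and 41 fell, out of 48717 tested, in data from 3 libraries per condition. Of these DEGs, 277 also rose and 16 also fell in Atlantic, with 2 in opposite directions, against 24.3, 0.9 and 12.2 for independent lists of the same size. Splitting the 6 KY130 libraries in other ways gave at most 0 calls against 452 for the real split, and 10 splits are too few for a share under 0.05. StCSE (Soltu.Atl.04_4G005370) fell in KY130 with a log2FC of −1.48 (adjusted p = 0.0215 by edgeR), and none of the other 11 genes that the paper names passed. Leaving out KY130 replicate 1 or 3 or CS-KY130 replicate 2 lowered the count of DEGs to 141, 134 and 144.

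By correlation, CS-KY130 replicate 3 lay nearer the untreated KY130 libraries (mean r = 0.915) than the other treated ones (mean r = 0.885). On a scale of the genes that changed in Atlantic, set at 0 for the untreated and 1 for the other treated KY130 libraries, it was at 0.56, above every untreated library, the highest of which was at 0.19. A swap with an untreated library would need a partner near 1 among the untreated libraries, and an untreated library under a treated label would lie among them, so these positions argue against both. The correlations above, higher with the untreated libraries, do not argue against an untreated library under a treated label. The mean correlation of CS-KY130 replicate 3 was 0.903 with the other KY130 libraries, 0.71 with Atlantic and 0.578 with KY140, which argues against a library of another cultivar. CS-KY130 replicate 3 had 72029 genes with at least 1 count, against 50417 and 56550 in the other treated libraries. The untreated KY130 libraries had 60017 to 68376. Whether this difference in detected genes places it nearer the untreated libraries was not tested. A weaker response of these plants and a mixture of tissues also stay open, as untested.

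The response differed between the cultivars for 7 genes by the interaction test of edgeR, 5 with a larger log2FC in Atlantic and 2 with a smaller one. Among them are Soltu.Atl.11_3G015840 (log2FC of 3.24 in Atlantic and 0.09 in KY140) and Soltu.Atl.01_2G014800 (41.3 and 28.4 CPM in Atlantic, 0.05 and 2.18 CPM in KY140), named after their values were seen. Of 50 assignments of treated and untreated labels within the cultivars, 3 gave at least 7 genes, the real one included, and the highest other gave 290. Such an assignment can leave the cold response of a cultivar in the contrast, so its count is not chance alone. The assignments therefore cannot decide the question, and chance is not excluded for the 7 genes. The number of genes was 791 without KY140 replicate 2, 25 without KY140 replicate 1, 13 without CS-KY140 replicate 3, and 0 to 2 without each of the others.

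More genes changed in Atlantic than in KY140. Among genes tested in both cultivars Atlantic still had 7.4 times the calls, which argues against fewer tested genes as the whole cause, and the median library total of KY140 was 1.05 times that of Atlantic, which argues against depth. The covariance of log2FC from separate replicates holds no independent replicate noise on average, though each value varies with the libraries paired. Its mean was 0.638 in Atlantic and 0.526 in KY140, a ratio of 1.21. The covariance was over 1.5 times larger in Atlantic in 15.1% of the pairings. A larger response in Atlantic and a larger spread in KY140 with a response of similar size therefore cannot be told apart, since the covariance in KY140 ranged from 0.261 to 0.744 with the libraries chosen. In the joint fit, which changed the genes kept and the scaling along with the spread, the order turned, 1321 in Atlantic and 1607 in KY140.

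In KY140 genes that rose outnumbered those that fell. Their share was 85.9% without the untreated replicate 1, in which the fewest genes were detected, and at least 82.6% with the other scalings, which argues against that library and against scaling. Of the KY140 DEGs tested in Atlantic, at least 97% of those that rose and of those that fell had the same direction there. A response to cold shared by the cultivars is consistent with this, as a hypothesis from the same data. Other splits of the libraries gave at most 2 calls in Atlantic against 4679 and 0 in KY140 against 501, and in each cultivar only 1 of the 10 splits, the real one, gave as many, too few splits for a share under 0.05.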

How the results depend on the processing

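The settings that use DESeq2 on every gene with at least 1 count and those that scale each gene to unit variance were chosen after seeing the data. The numbers of DEGs depended on the tool, the filter and the joint fit, and the cause was not tested except where the setting itself removes libraries. The log2FC of the 18 genes named by the rule kept its sign in all 560 recomputed values, of which 485 kept their side of the criteria, 23 lost the call and 52 gained it.

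With DESeq2 (independent filtering off) 2114 genes fell in Atlantic. In KY140 2258 were called (1793 higher, 465 lower) and in KY130 2084 (1647 higher, 437 lower). DESeq2 called 4617 of the 4679 edgeR DEGs of Atlantic and all 501 of KY140 in the same direction. Without a filter, edgeR called 2339 genes in KY140 (1912 higher, 427 lower) and 1695 in KY130 (1406 higher, 289 lower). In the joint fit it called 1321 genes in Atlantic (1055 higher, 266 lower) and 1607 in KY140 (1396 higher, 211 lower), and KY130 has no such fit. DESeq2 with its default filtering on every gene with at least 1 count gave 2098 lower genes in Atlantic, 2585 in KY140 (2115 higher, 470 lower) and 2404 in KY130 (1881 higher, 523 lower), and without that filtering 2183 in KY140 (1819 higher, 364 lower) and 2024 in KY130 (1629 higher, 395 lower).

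The common DEGs numbered 1070 with DESeq2, 1118 without a filter, 508 in the joint fit, 1095 with DESeq2 and default filtering on every gene with at least 1 count, and 961 without that filtering. The interaction was called for 375 genes without a filter (142 larger and 233 smaller in Atlantic), for 859 with DESeq2 (311 and 548) and for 0 with the replicate block, where 0 were larger and 0 smaller. Of the listed genes, DESeq2 called 16 interactions, 10 larger and 6 smaller in Atlantic.

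With the replicate number as a block, 791 genes fell in Atlantic and 317 changed in KY140 (270 higher, 47 lower). Same-numbered libraries did not deviate together, with correlations of their deviations from −0.082 to 0.042 in Atlantic, 0.008 to 0.123 in KY140 and −0.071 to 0.203 in KY130, and not every library correlated best with its own number.

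Leaving out 1 library gave 2715 to 3449 DEGs in Atlantic (1974 to 2670 higher, 638 to 779 lower), 107 to 687 in KY140 (94 to 590 higher, 13 to 97 lower) and 134 to 381 in KY130 (124 to 351 higher, 10 to 54 lower). The common DEGs ranged from 79 to 369, and the interaction from 0 to 791 genes (0 to 79 larger and 0 to 712 smaller in Atlantic).

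The median r within groups was 0.964 on linear CPM, 0.86 by rank and 0.886 over genes with a mean of at least 10 counts, against 0.925. Between cultivars it was 0.424, 0.597 and 0.449, against 0.649. With each gene scaled to unit variance the first component held 33.98%, and 23.41% over all 18 libraries. The planned analyses of gene lists, GO, KEGG and transcription factors, with their alternatives, were not run, since no gene descriptions were used here, and the FPKM alternatives do not apply to counts.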

Differences from the paper's values

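The paper's text does not name the tool behind its DEGs, and its thresholds were used here. In Atlantic 1332 DEGs fell by edgeR, and the paper's value is 2177. DESeq2 (2114), upper-quartile factors (1472) and FDR without a fold threshold (1502) came within 1.5 times of it, and the other settings set before the data were examined did not. In KY140 501 DEGs were found against the paper's 2428, with 425 against 1945 higher and 76 against 483 lower. DESeq2 (2258, 1793 and 465) and edgeR without a filter (2339, 1912 and 427) came within 1.5 times for all 3, the joint fit for the higher genes (1396), and no other setting set before did.

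The common DEGs were 307 against the paper's 1131, with 1070 by DESeq2 and 1118 without a filter within 1.5 times and no other. The unique DEGs of KY140 were 194 against the paper's 1297, with 1188 by DESeq2, 1221 without a filter and 1099 in the joint fit within it and no other. The DEGs of either cultivar were 4873 against the paper's 8225, with 7863 by DESeq2 and 6437 without a filter within it and no other. DESeq2 on every gene with at least 1 count, chosen after seeing the values, gave 6845 DEGs in Atlantic (4747 higher, 2098 lower), 2585 in KY140 (2115 higher, 470 lower), 1095 common DEGs and 8335 in either cultivar. The paper's full list of DEGs was not used here, so how many of its calls this setting drops is not known.

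Within groups r ranged from 0.833 to 0.939 on log2(CPM + 1), and Fig. 4A shows about 0.95 to about 0.98, read by eye. Between cultivars it ranged from 0.581 to 0.69, and Fig. 4A shows about 0.33 to about 0.48. On linear CPM the values were 0.939 to 0.974 within groups and 0.359 to 0.532 between cultivars, of which the first 3 did not differ from the figure and the 0.532 did. Genes with a mean of at least 10 counts reached the figure for the highest r between cultivars alone (0.506), and rank correlation for none. The first principal component held 58.47% of the variance, and Fig. 4B gives about 31%, read by eye. Linear CPM (79.64%) and genes with a mean of at least 10 counts (61.39%) differed as well. Scaling each gene to unit variance, chosen after seeing the values, gave 33.98%.

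The paper states that PAL, CYP73A, 4CL, C3'H, CAD, F5H and CYP75B1 rose in both cultivars. In KY140 5 of 50 tested copies passed by edgeR, of PAL and 4CL, and all 50 had a positive log2FC. DESeq2 called 30, at least 1 of each enzyme. Of the 12 named genes, 10 did not pass in KY140 by edgeR, among them StPAL, StCSE and StGAD, and DESeq2 called all 12 in the paper's direction. The paper shows LOX1_5, AOS and AOC higher in KY140, where edgeR called no copy and DESeq2 1 of each. It shows GAD and ODC1 higher in KY140, where edgeR called no copy and DESeq2 1 of each. It describes CSE as lower and CYP81E as higher in KY140, where edgeR called none and DESeq2 1 of each in that direction. It describes FLS in KY140 as moving both ways, and OPR there as higher. For these edgeR called none, and DESeq2 1 higher and 1 lower copy of FLS and 1 higher copy of OPR. It describes FG2 as moving both ways in Atlantic, where edgeR called 3 copies lower and none higher, and DESeq2 1 higher. Fig. 10C shows DOX and ACAA1 moving both ways in Atlantic, where edgeR called 1 and 5 copies higher and none lower, and DESeq2 1 lower copy of each. Fig. 11C shows GOT1 lower in Atlantic and ALDH lower in KY140. The GOT1 copy had too few counts for the main test in Atlantic and was called lower there by DESeq2 with default filtering on every gene with at least 1 count, and the ALDH copy tested in KY140 was called by DESeq2 and not by edgeR.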

Other observations

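No difference between the cultivars in the response of PAL was detected, since none of its copies passed the interaction test by edgeR or DESeq2. By value, the sum of the 19 listed copies was 3.04 times higher after cold in Atlantic and 7.21 times higher in KY140, and 16 of 17 copies tested in both had a larger log2FC in KY140, the exception being StPAL. The paper's screen asked for a larger log2FC in Atlantic, so the place of StPAL as the exception follows from how it was chosen. The other copies were also listed as DEGs in these libraries. By DESeq2, 16 of 17 tested copies were called in KY140 and 11 of 18 in Atlantic. Neither the order of the copies nor the ratio of the sums is therefore independent evidence. Of 129 listed genes tested in both cultivars, 66 had a larger log2FC in Atlantic and 63 in KY140.

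Several enzymes that the paper does not discuss between the cultivars stood apart by value. ALDH7A1, an aldehyde dehydrogenase, rose in Atlantic (48.4 ± 4.61 and 138 ± 11.4 CPM, SD, n = 3) and was 89.7 ± 29.7 and 69.7 ± 14.3 CPM in KY140. Its interaction passed by DESeq2 (1.95, standard error 0.42, adjusted p = 0.00143) and not by edgeR. AHCY, of the methionine cycle, had 4 of 5 copies higher in Atlantic (546 ± 59.4 and 1132 ± 28.1 CPM) and none called in KY140 (519 ± 71.1 and 697 ± 183 CPM) by edgeR or DESeq2, and no interaction was called for it.

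The genes that carry only a number, which the paper does not discuss as a class, took 2.51 to 5.56% of the counts of a library. Of those tested, 163 rose and 162 fell in Atlantic, 12 rose and 6 fell in KY140, and 15 rose and 6 fell in KY130 by edgeR. No test of their balance against the other genes was made.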
